# Early *Locus Coeruleus* noradrenergic axon loss drives olfactory dysfunction in Alzheimer’s disease

**DOI:** 10.1038/s41467-025-62500-8

**Published:** 2025-08-08

**Authors:** Carolin Meyer, Theresa Niedermeier, Paul L. C. Feyen, Felix L. Strübing, Boris-Stephan Rauchmann, Katerina Karali, Johanna Gentz, Yannik E. Tillmann, Nicolas F. Landgraf, Svenja-Lotta Rumpf, Katharina Ochs, Karin Wind-Mark, Gloria Biechele, Jessica Wagner, Selim Guersel, Carolin I. Kurz, Meike Schweiger, Danilo Prtvar, Yuan Shi, Richard B. Banati, Guo-Jun Liu, Ryan J. Middleton, Gerda Mitteregger-Kretzschmar, Robert Perneczky, Thomas Koeglsperger, Jonas J. Neher, Sabina Tahirovic, Matthias Brendel, Jochen Herms, Lars Paeger

**Keywords:** Alzheimer's disease, Olfactory bulb, Alzheimer's disease

## Abstract

Alzheimer’s disease (AD) often begins with non-cognitive symptoms such as olfactory deficits, which can predict later cognitive decline, though the mechanisms remain unclear. Pathologically, the brainstem locus coeruleus (LC), the main source of the neurotransmitter noradrenalin (NA) modulating olfactory information processing is affected early. Here we show early and distinct loss of noradrenergic input to the olfactory bulb (OB) coinciding with impaired olfaction in an AD mouse model, before appearance of amyloid plaques. Mechanistically, OB microglia recognize and phagocytose LC axons. Reducing phagocytosis genetically preserves LC axons and olfaction. Prodromal AD patients display elevated TSPO-PET signals in the OB, similarly to *App*^*NL-G-F*^ mice. We further confirm early LC axon degeneration in post-mortem OBs in patients with early AD. Our findings reveal a mechanism linking early LC damage to hyposmia in AD, suggesting olfactory testing and neurocircuit imaging for early diagnosis and enable timely therapeutic intervention for Alzheimer’s disease.

## Abstract (web summary)

Olfactory deficits occur early in Alzheimer’s disease (AD). Here, the authors identify that loss of locus coeruleus axons in the olfactory bulb underlies impaired olfaction in an AD mouse model and provide translational evidence for similar deficits in humans.

## Introduction

Alzheimer’s disease is currently the most prevalent and devastating form of dementia, affecting millions of people worldwide^1^. Extracellular deposition of β-amyloid (Aβ), the formation of Aβ-plaques and the aggregation of microtubule-associated protein tau forming neurofibrillary tangles are the pathological hallmarks of AD^2^. While causal therapies are still not available, recent Aβ targeting antibody-therapies moderately improve cognitive decline in patients at early AD stages^3,4^. However, therapeutic success critically depends on the earliest possible diagnosis, warranting a detailed understanding of the mechanisms prior to the onset of the first cognitive symptoms. The locus coeruleus (LC) noradrenergic (NA) system is affected particularly early in AD. It is the first site where aberrant tau hyperphosphorylation (pTau) is detected, putatively kickstarting the spread of tau throughout the CNS^5^. Consequently, past research has focused intensely on the effects of pTau on LC physiology, while the role of Aβ in LC dysfunction has attracted only scant attention. Forebrain NA is almost solely derived from the LC and, as a function of its widespread axonal projections, regulates a variety of physiological processes including arousal and attention, sleep-wake cycles, memory, energy homoeostasis, cerebral blood flow and sensory processing, all of which are impaired in the progression of AD, though with differences in temporal progression^6^. Symptomatically, early olfactory dysfunction frequently marks the early onset of AD, with prospective patients remaining cognitively normal and otherwise healthy^7,8^. Although decreased olfactory sensitivity is apparent in ~85% of AD cases, the underlying mechanisms remain a conundrum^9,10^. Here, we ventured for a multifaceted approach to study the neural correlate of olfactory dysfunction in a mouse model of amyloidosis using a plethora of steady-state systems neuroscience techniques, both ex vivo and in vivo and studied human post-mortem brain tissue to validate our mechanistic findings. In this work, we show that early LC axonal degeneration occurs exclusively in the OB of *App*^*NL-G-F*^ mice. This is dependent on OB microglia, recognising externalised phosphatidylserine on LC axons and results in olfactory deficits in these animals. Early gliosis can be detected in human prodromal AD patients, and LC axon density decreased in post-mortem tissue from early AD patients. Collectively, we reveal a mechanistic link between early olfactory deficits and LC vulnerability in AD. Our work may help to facilitate early diagnosis and intervention.

## Results

### Early LC axon loss exclusive to the OB

LC axon loss has been reported at late disease stages in the *App*^*NL-G-F*^ mouse model^11^. By systematic comparison of multiple brain areas, we set out to analyse if LC axon loss might already be detected earlier in these animals (Fig. 1a). Surprisingly, we discovered an early LC axon degeneration exclusive to the OB starting between 1 and 2 months in *App*^*NL-G-F*^ mice (Fig. 1a–d). While in 1-month-old animals, the LC axon density was unaltered compared to WT animals, we observed a 14% fibre loss at 2 months of age. This loss further progressed to 27% at 3 months, and 33% at 6 months. Notably, LC axons started to degenerate in other regions such as the hippocampus, piriform cortex and medial prefrontal cortex between 6 and 12 months at the earliest (Supplementary Fig. 1a, b). Since the LC-NA system is not the only subcortical modulatory system known to innervating the OB and to be affected early in AD, we also assessed cholinergic and serotonergic projections. Importantly, we did neither detect a decreased density of choline-acetyl-transferase (ChAT^+^) nor of serotonergic transporter (SERT^+^) neurites at the age of 3 months (Supplementary Fig. 1e–g). We thus concluded that the loss of axons in the OB is specific to the LC-NA system at this age. Similar to the cortex, the OB is composed of different layers, which are disparately innervated by the LC-NA system. We thus analysed layer-specific axon loss and identified the most densely innervated region, the internal plexiform layer, to be the site of most prominent axon loss, followed by the external plexiform layer (Fig. 1d). OB microglia increased between 2 and 3 months of age without significant Aβ plaque deposition (Fig. 1f, g). We excluded NA cell loss in the LC to underlie axonal demise, as we did not observe differences in LC neuron number in *App*^*NL-G-F*^ mice when compared to WT animals at 12 months (Fig. 1h, i). We next asked whether early deposition of extracellular Aβ correlates with LC axonal damage. Intriguingly, we found LC fibre loss to be independent of the amount of extracellular Aβ (Supplementary Fig. 2a).

**Fig. 1:**
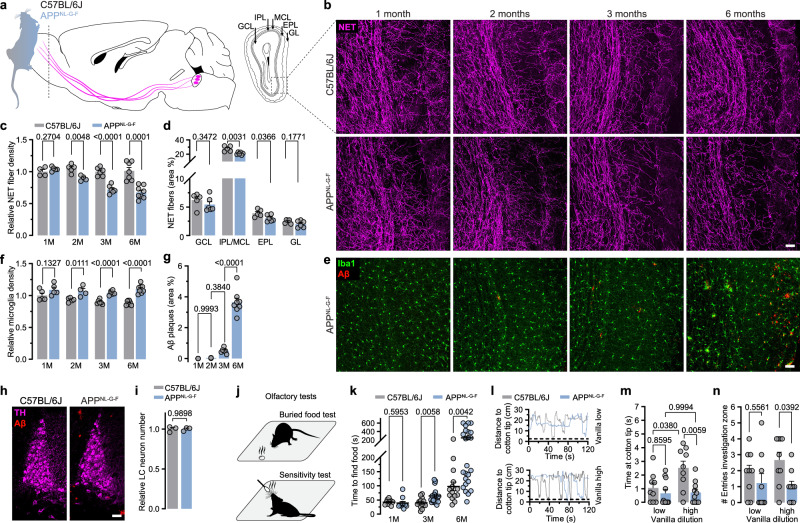
Early LC axon degeneration in the OB coincides with olfactory deficits. **a** LC-NA neurons project to the olfactory bulb (OB). The OB is composed of five different layers. The dashed box highlights the analysed region in the OB. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997. **b** Immunostaining of LC axons (NET, magenta) in the OB of C57BL/6 J and *App*^*NL-G-F*^ mice at 1, 2, 3 and 6 months of age. Scale bar: 50 µm. **c** Relative NET fibre density. (C57BL/6 J at 1,2,3,6 months: *n* = 4,5,6,7 and *App*^*NL-G-F*^ at 1,2,3,6 months: *n* = 5,4,6,8). **d** Absolute NET fibre density in different OB layers at 3 months of age. (Per layer: *n* = 5 C57BL/6 J vs. *n* = 6 *App*^*NL-G-F*^). **e** Immunostaining of microglia (Iba1, green) and Aβ-plaques (Aβ, red). Scale bar: 50 µm. **f** Quantification of relative microglia density and (C57BL/6 J at 1,2,3,6 months: *n* = 5,5,6,7 and *App*^*NL-G-F*^ at 1,2,3,6 months: *n* = 5,4,6,8) (**g**) total Aβ-plaque load in *App*^*NL-G-F*^ mice. (1 vs. 2 months *n* = 4 vs. 4; 2 vs. 3 months *n* = 4 vs. 6; 3 vs .6 months *n* = 6 vs. 8). **h** Representative confocal images of TH-positive LC neurons (magenta) and Aβ-plaques (red). Scale bar: 50 µm. **i** Relative LC neuron number in 12-month-old C57BL/6 J and *App*^*NL-G-F*^ mice. (*n* = 3 vs. 3). **j** Olfactory tests used in study. **k** Time to find food in the buried food task at 1,3, and 6 months of age. (C57BL/6 J at 1,3,6 months: *n* = 9,14,14 and *App*^*NL-G-F*^ at 1,3,6 months: *n* = 10,18,24). **l** Exemplary traces of distance versus time animals spend interacting with a low (1:1000) and a high (1:1) vanilla odour concentration at 3 months of age. **m** Time mice spend in the investigation zone (<2 cm to cotton tip). (low/high vanilla for C57BL/6 J: *n* = 10/9 and low/high vanilla for *App*^*NL-G-F*^: *n* = 11/10. **n** Number of entries in investigation zone (C57BL/6 J vs. *App*^*NL-G-F*^: *n* = 9 vs. 9); Data expressed as mean ± s.e.m.; ns, not significant; *p < 0.05, **p < 0.01, ****p < 0.0001; unpaired, two-tailed t-test; 4 slices per animal in (**c**, **d**, **f**, **i** (8 slices) **and k**); One-way ANOVA with Sidak’s post-hoc test, 4 slices per animal in (**g**), Two-way ANOVA with Tukey’s post-hoc test in (**m**); Two-way ANOVA with Sidak’s post-hoc test in (**n**); Statistics shown in Supplementary Data 1. Source data are provided as a Source Data file.

### LC axon loss drives hyposmia

Early sensory manifestations such as hyposmia have been well described in prodromal AD (pAD), as have the contributions of NA to olfaction^12^. Thus, we set out to analyse whether LC axon loss results in impaired olfaction. We employed the buried food test, a well-established olfactory task to measure the ability of an animal to detect volatile odours^13^ (Fig. 1j). Food-deprived WT animals rapidly started exploring the arena and usually uncovered the hidden food pellet within ~40 s. In contrast, 3-month-old *App*^*NL-G-F*^ mice needed 60% more time to find the buried food pellet. The same phenotype was reproduced in 6-month-old animals (Fig. 1k). We did not observe any differences when testing animals at 1 month of age, which is consistent with the lack of LC axon degeneration at that time point (Fig. 1b, c, k). To rule out task-specific confounders, we aimed to recapitulate our findings in a second olfactory task. To this end, we subjected 3-month-old WT and *App*^*NL-G-F*^ mice to an odour sensitivity test (Fig. 1l–n). We exposed the animals to ascending concentrations of vanilla, a pleasant odour, and measured the time the animals spent interacting with the odour delivery stick (Fig. 1m, n). WT animals were readily attracted by a low odour concentration (dilution 1:1000) and repeatedly interacted with the odour stick, while *App*^*NL-G-F*^ mice visited the interaction zone considerably later and less often. The same behaviour was observed when testing a high vanilla concentration (dilution 1:1; Fig. 1m, n). Collectively, these data reveal a consistent olfactory phenotype in *App*^*NL-G-F*^ mice, starting at 3 months of age, which is hitherto the earliest behavioural manifestation described in this mouse model.

### Impaired NA release links to hyposmia

Neurocircuit-homoeostasis is able to partially balance molecular and structural changes or loss in case of neuropathological insults^14^. We thus aimed to understand whether LC axon loss translates into decreased NA release in the OB. In order to investigate potential changes in the concentration of NA in the OB of *App*^*NL-G-F*^ animals, we performed an NA ELISA. Interestingly, we did not observe a significantly different concentration of baseline NA in these animals compared to WT mice (Supplementary Fig. 3a). We thus hypothesised that a change in LC-NA would be more pronounced in stimulus-related NA release. We transduced the OB of 2-month-old WT and *App*^*NL-G-F*^ animals with the NA sensitive biosensor GRAB_NE_ (G-protein-coupled receptor-activation-based sensor for noradrenaline) or its mutant control (GRAB_NE(mutant ctrl)_ and implanted a chronic cranial window over the olfactory bulb (Fig. 2a)^15^. At 3 months of age, we performed in vivo acousto-optical 2-photon (AO-2P) microscopy in awake animals paired with olfactory stimulation by 10 s long vanilla puffs (Fig. 2b–g). WT animals reliably and repeatedly responded to the odour delivery with a strong and long-lasting increase of fluorescence, unlike animals injected with the mutant control sensor, as measured over the entire field of views (FOV; Fig. 2f–h). As a control, neither a blank air puff nor NA measurements in the cortex coupled to odour delivery elicited coherent changes in fluorescence (Fig. 2d and Supplementary Fig. 3b). To account for potential differential dynamics (increase vs. decrease) of NA, we binned each of the three FOVs into 36 regions of interest (ROIs). Plotting each individual ROI revealed a striking increase in NA release upon odour-stimulation. In WT animals, 75% ROIs showed an increase in NA, while only 5% showed a decrease. This relationship was altered in *App*^*NL-G-F*^ mice (Fig. 2i). We furthermore sought to investigate if impaired NA release is independent of the given odour. In addition to Vanilla, we thus stimulated with Lemon and assessed odour-evoked NA release in a separate cohort using the chemically defined odorants Isoamylacetate (Banana) and (S)-(+)-Carvon (Caraway). Interestingly, the decrease in NA release in *App*^*NL-G-F*^ mice compared to WT animals was apparent in all odours tested (Fig. 2j, l) and absent in a blank control where only mineral oil was used (Fig. 2k). Immunohistochemical validation revealed a solid transduction of the tissue in the OB of all animals and NA fibre loss in *App*^*NL-G-F*^ mice (Fig. 2m, n). To exclude the possibility of dysfunctional mitral cells, the first-order projection neurons of the OB, driving impaired olfaction, we performed perforated patch-clamp recordings of mitral cells in acute OB slices. In line with previous studies, we found mitral cells to be spontaneously active, but we did not detect alterations of intrinsic properties between genotypes at 6 months of age, at which hyposmia is well manifested in these animals (Supplementary Fig. 4a–f)^16^. Recent sophisticated work analysed the downstream effect of NA release on mitral cells by in vivo electrophysiology combined with optogenetics^17^. This revealed a complex pattern of each a third of neurons being excited, inhibited or unresponsive to NA. In line, when we applied exogenous NA (30 µm) and recorded the change in action potential (AP) frequency of mitral cells, we discovered differential effects on mitral cell membrane potential in both WT and *App*^*NL-G-F*^ mice (Supplementary Fig. 4g–i). Of note, a slight trend toward a decreased responsiveness of mitral cells in *App*^*NL-G-F*^ mice could be detected when comparing F-I relationships with and without the presence of administered NA, which might be indicative for a homoeostatic downregulation of adrenergic receptors upon decreased NA release (Supplementary Fig. 4j). The structure-to-function relationship of the LC-NA system and olfaction led us to further probe whether persistent activation of remaining LC axons by chemogenetics would be sufficient to reinstate olfaction (Supplementary Fig. 5a–c). We bilaterally injected an AAV transducing LC neurons of *App*^*NL-G-F*^ x *Dbh-Cre* animals with an excitatory ligand-gated G-protein-coupled receptor (h3MDGs, designer-receptor exclusively activated by designed drugs, DREADD). In patch-clamp recordings, we confirmed that the application of Clozapine-N-Oxide (CNO) readily activates LC neurons (Supplementary Fig. 5a, b), however, neither acute nor prolonged (repetitive delivery of clozapine instead of CNO) systemic administration to activate excitatory DREADDs in vivo was sufficient to accelerate the time to find the buried food pellet in *App*^*NL-G-F*^ x *Dbh-Cre* mice (Supplementary Fig. 5a–f). This strongly suggests a structure-to-function relationship of LC axons in the OB in the context of olfaction.

**Fig. 2:**
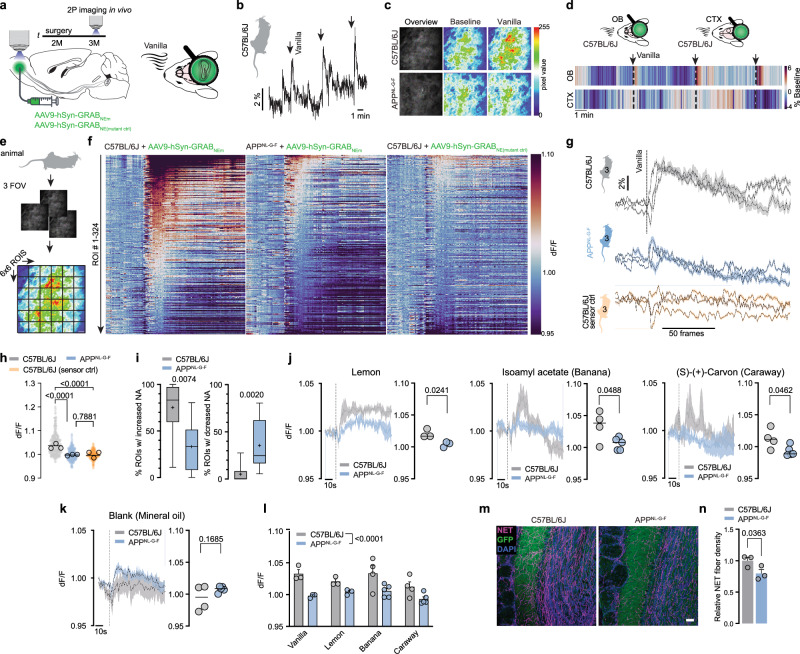
Decreased odour-stimulated noradrenaline release in the OB of *App*^*NL-G-F*^ mice in vivo. **a** Experimental setup of noradrenaline (NA) level measurements in vivo. Graphic modified from Carpaneto, A. (2020). Microscope Objective. Zenodo. 10.5281/zenodo.3926119, Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903. **b** NA response of a C57BL/6 J mouse to three consecutive vanilla air puffs. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997. **c** Exemplary images and heat map of baseline and odour-induced NA release in the OB, taken from a C57BL/6 J and *App*^*NL-G-F*^ animal. **d** NA release measured in the OB and cortex (CTX) of a C57BL/6 J mouse following three consecutive vanilla air puffs in comparison to the same stimuli in the OB. Graphic modified from Petrucco, L. (2020). Mouse head schema. Zenodo. 10.5281/zenodo.3925903. **e** Illustration of the analysis of 2 P in vivo imaging data. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997. **f** Heat maps of NA response to one vanilla air puff comparing C57BL/6 J mice vs. *App*^*NL-G-F*^ mice and C57BL/6 J expressing the mutant NA sensor control. **g** Grand average per animal from all 324 ROIs depicted in f. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997. **h** Distribution of all rel. changes in fluorescence for the three groups (*n* = 3 per group). **i** Fraction of ROIs responding with an increase or decrease in fluorescence (*n* = 3 C57BL/6 J vs. *n* = 3 *App*^*NL-G-F*^). **j** NA release during stimulation with further odours. (Lemon: *n* = 3 vs. 3, Banana: *n* = 4 vs. 5, Caraway: *n *= 4 vs. 5). **k** NA imaging with blank (mineral oil) stimulation. (*n* = 4 vs. 5). **l** Overall decrease of NA release upon odour-stimulation across all tested odours. **m** Representative confocal images of virus expression (GPF, green) and LC axon density (NET, magenta) in the OB. Scale bar: 50 µm. **n** Relative NET fibre density at 3 months of age (*n *= 3 vs. 3); Data expressed as mean ± s.e.m.; *p < 0.05, **p < 0.01; Kruskal-Wallis test with Dunn’s multiple comparison test in (**h**); two-tailed Mann-Whitney test in (**i**); Unpaired, two-tailed t-test in (**j**,** k**,** n**). Mixed effects analysis in (**l**), genotype (F(1,22) = 27,12), Box plots show: 50th percentile (median value, line; mean value, +), 25th to 75th percentiles of dataset (box), 5th and 95th percentile (Whiskers)). Statistics shown in Supplementary Data 1. Source data are provided as a Source Data file.

### OB microglia clear LC axons

Microglia have been attracting considerable attention in the pathogenesis of AD^18^. Their remarkable heterogeneity has been revealed recently, highlighting the complex nature of microglia and their influence on brain functions^19^. Since early LC axon loss coincides with an increased number of microglia, we set out to investigate whether microglia could account for LC axon loss. Thus, we performed bulk RNA sequencing (RNA-seq) of microglia isolated from OBs of WT and *App*^*NL-G-F*^ mice at the age of 2 months, the very onset of LC axon loss (Fig. 3a). 

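Microglia of the olfactory bulb were profiled in 16 libraries, 4 from each sex of each genotype, all from mice aged 2 months. WT animals carry the unmodified mouse App gene, and APP-NL-G-F animals carry a humanised App knock-in with the Swedish (NL), Arctic (G) and Iberian (F) changes. The authors aligned the reads with STAR to GRCm39 with the gencode vM32 annotation and a human App sequence added, and deposited the counts per gene without normalization. The table lists 57010 genes, of which 17616 had no count in any library. Between 9052932 and 18117286 counts were assigned per library. The median total was 11513505.5 in WT and 12462923 in APP-NL-G-F libraries, and the totals did not differ between the genotypes beyond their spread (exact permutation of genotype within sex over 4900 splits, two-sided p = 0.936). A count of 0 allows up to 3 counts, which is 0.166 to 0.331 CPM (counts scaled to the library total) depending on the library. Genes of ribosomal RNA took between 16.5% and 22.8% of the counts. Counts were normalized here with the trimmed mean of M-values (TMM) in edgeR. CPM values of genes are scaled to the library total times its TMM factor. All exact permutation tests exchange genotype within sex and are two-sided, and each mouse library counts as 1 replicate.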

In line with our immunohistological data, we observed an increased number of microglia cells isolated from bulbi of *App*^*NL-G-F*^ animals (Fig. 3b). After appropriate quality control (Supplementary Fig. 6), we performed differential expression testing using negative binomial models while controlling for sex. This revealed that 2.344 genes (of a total of 17.840) were differentially expressed, with a slight majority of them (1.283) being upregulated in *App*^*NL-G-F*^ animals (Fig. 3c and Supplementary Data 1). 

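Sex labels were checked against the counts. Xist, expressed from the inactive X chromosome, reached 547.4 to 862.3 CPM in the 8 female libraries and at most 0.4483 CPM in the 8 male libraries, and the Y-linked gene Ddx3y was at least 79.94 CPM in every male library and at most 0.0669 CPM in females. No pair of libraries within a group held the same counts. The first principal component of the log2 CPM values carried 32.9% of the variance and the second 10.3%.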

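Genes with at least 5 counts in at least 8 of the 16 libraries were tested, 18227 in all, with genotype and sex as additive terms in edgeR's quasi-likelihood test. At a Benjamini-Hochberg FDR below 0.1 and an absolute log2 fold change above 0.5, 1574 genes were differentially expressed, 790 higher and 784 lower in APP-NL-G-F microglia. At the FDR alone the count was 2692, of which 1266 were higher. Of the called genes, 34.4% were annotated as protein-coding (353 higher and 189 lower), 35.6% as lncRNA (120 higher and 441 lower) and 20.5% as TEC (242 higher and 81 lower), a class of transcripts that await experimental testing. Called genes had a median of 1.52 log2 CPM, below the 3.18 of all tested genes. The setting that moved the count most was a covariate for the neuron genes of each library, which left 118 called genes; the neuron genes themselves differ between the genotypes, so this covariate removes part of the genotype difference with them. With each library left out in turn, between 1101 and 2187 genes were called, of which from 40.5% (without WT male replicate 2) to 60% (without APP-NL-G-F male replicate 3) were higher. The paper states from its own counts that slightly more genes were upregulated than downregulated.

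**Figure D1:**
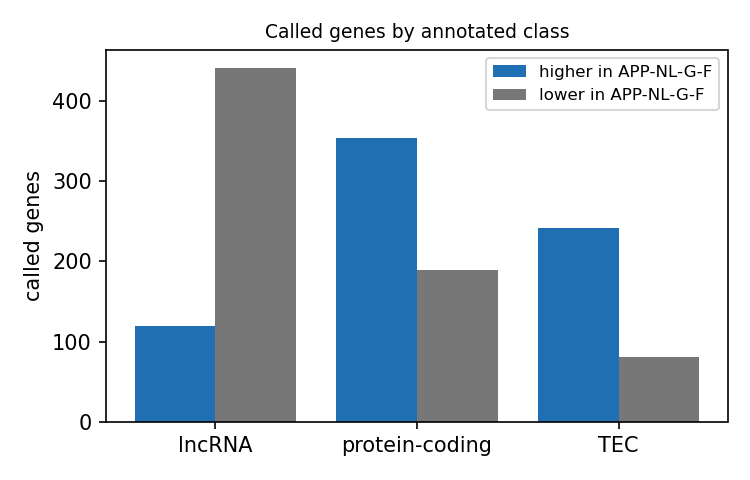
Number of called genes (vertical axis) in 3 annotated classes, separately for genes higher and lower in APP-NL-G-F microglia. Most called lncRNA genes, 441 of 561, were lower, and most called TEC transcripts, 242 of 323, were higher.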

Previous work has demonstrated a so-called “disease-associated” microglia response (DAM) in AD mouse models and humans alike^20,21^. To test whether this phenotype was visible in our data, we directly compared our microglia OB RNA-seq data to a publicly available cortical microglia RNA-seq dataset taken from 8-month-old *App*^*NL-G-F*^ mice^22^. Linear regression of log-fold changes in fact revealed a significant negative relationship (*R* = −0.44, *p *< 2e-16) between young OBs and aged cortex. While no significant relationship was found when filtering for known DAM- or homoeostatic microglial genes, the vast majority of the ~3100 genes that both datasets had in common are unannotated (Fig. 3d). Nevertheless, even though this relationship was driven by those genes with unknown functions, our results still suggest that the biological state of microglia in young OBs is distinct from older cortices (Fig. 3d). 

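Genes labelled in Fig. 3d were read in the olfactory bulb libraries alone, since the cortical dataset was not used here. Fos (ENSMUSG00000021250, chromosome 12) had a mean of 1263 CPM (449 to 2650) in WT and of 352.7 CPM (194 to 606) in APP-NL-G-F libraries (n = 8 each), a log2 fold change of -1.61 (standard error 0.339, FDR 0.006); within sexes it was -2.51 in females (FDR 0.000917) and -0.70 in males (FDR 0.454). Egr1, Ier2, Btg2 and Fosb were also called lower, with log2 fold changes of -1.29, -1.29, -1.44 and -1.46. Hspa1b rose by 1.93 on the log2 scale (FDR 0.0735), and its WT level varied widely, at 424 ± 407 CPM (SD, n = 8). For this gene the call was lost in 14 of the 32 fits with another setting or a library left out. Ndn, Ackr1 and Egr4 were called higher, while Dusp14 was not called (FDR 0.143). Ddx3y, on the Y chromosome, had a log2 fold change of -0.08 (FDR 0.627). The genes of the immediate early list, 20 genes set before the counts were examined, fell as a set with a median of -0.97, and 18 of them were called lower.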

A crucial function of microglia is the removal of debris or apoptotic cells from the parenchyma as well as synaptic remodelling^23^. 

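The Gene Ontology was not used here, so the sets of the Reactome collection with 15 to 500 tested genes took its place. With camera, which compares a set with the other genes, 695 sets were tested at a preset correlation of 0.01 between genes. At an FDR below 0.1, 38 were higher and 193 lower in APP-NL-G-F microglia. Another test, fry, asks whether the genes of a set change at all and presets no correlation. It kept 36 and 125 of those sets. The set with the smallest p was Neuronal System, with 216 tested genes, a median log2 fold change of 0.22 (camera FDR 3.85e-08, fry FDR 0.031) and 35 called genes, all higher. Transmission across Chemical Synapses came next, with 155 tested genes and 20 called, again all higher (camera FDR 3.92e-06). Potassium Channels had a median of 0.32 over 78 genes. Among the lower sets, Oxidative Stress Induced Senescence had the smallest p, with 68 tested genes and a median of -0.11 (camera FDR 0.000116, fry FDR 0.0088). With each library left out in turn, between 24 and 46 sets were higher and between 98 and 215 lower.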

Interestingly, gene ontology (GO) term analysis revealed the 20 most enriched terms relate to neuronal function and synaptic or neuronal plasticity. We compared all identified transcripts annotated to the GO term “Phagocytosis”. We identified 121 transcripts, of which surprisingly only 2 were differentially expressed in our data set (Supplementary Fig. 7a). However, when analysing gene modules related to the GO-term “synapse”, we observed an overarching upregulation of 73 genes, suggesting an increased plastic environment, potentially indicating increased synaptic pruning (Fig. 3e). Indeed, several genes included in this cluster are suggested to also play directly or indirectly a role in phagocytosis (*Chrna7, Lrrtm4, Bln2, Epha4*)^24–28^. 

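A list of phagocytosis genes was written from general knowledge before the counts were examined, because the labels of Supplementary Fig. 7d overlap. Of its 69 genes, 66 were tested, and 2 were called: Arf6 lower (log2 fold change -0.89, standard error 0.101, FDR 1e-04) and Pparg higher (0.57, standard error 0.181, FDR 0.0562). Arf6 (ENSMUSG00000044147) lies on chromosome 12 from 69418826 to 69420557 on the plus strand, and overlaps Gm9887, a lncRNA gene on the minus strand from 69417258 to 69419242 that was also called lower. The median log2 fold change of the list was -0.06, with 20 genes above 0. Adjusted over the list alone, 7 genes were under an FDR of 0.1, and 7 also were over all genes tested. The list as a set was lower by camera (FDR 0.027) but not by fry (FDR 0.211), and its mean log2 CPM per library did not separate the genotypes (difference -0.05, exact permutation p = 0.152). Mfge8, Itgav, Itgb3 and Itgb5 were not called (FDR 0.746, 0.536, 0.217 and 0.467).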

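The 72 gene labels legible in Supplementary Fig. 7c had a median log2 fold change of 0.46. Of these genes, 67 were above 0 and 25 were called, 24 higher and 1 lower; the study chose this list on the same libraries, so its rise is not independent evidence. A second list of 55 canonical synapse genes was written before the counts were examined and shares 12 genes with the other. Its median was 0.31, with 52 genes above 0 and 10 called, all higher. Adjusted over the list alone, 40 of the 55 genes were under an FDR of 0.1, against 25 adjusted over all genes tested. As a set the canonical list was higher by camera (FDR 6.19e-14) and by fry (FDR 0.0294). Its mean log2 CPM was 4.78 ± 0.26 in WT and 5.11 ± 0.21 in APP-NL-G-F libraries (SD, n = 8 each; exact permutation p = 0.0184), with 7 of 8 APP-NL-G-F libraries above the WT median. Across 10000 random lists matched on expression and gene span, 0 had a median as high, and the upper end of the central 95% of their medians was 0.05. Neuron genes outside both synapse lists, 21 genes set in advance, rose by a median of 0.21. With their score as a covariate the median of the canonical list was 0.01 (camera FDR 0.295). That score itself was higher in APP-NL-G-F libraries (difference 0.252, exact permutation p = 0.00816), so this fit cannot tell neuron content from genotype. From the rise of synapse genes, the paper proposes a more plastic environment and increased synaptic pruning.

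**Figure D2:**
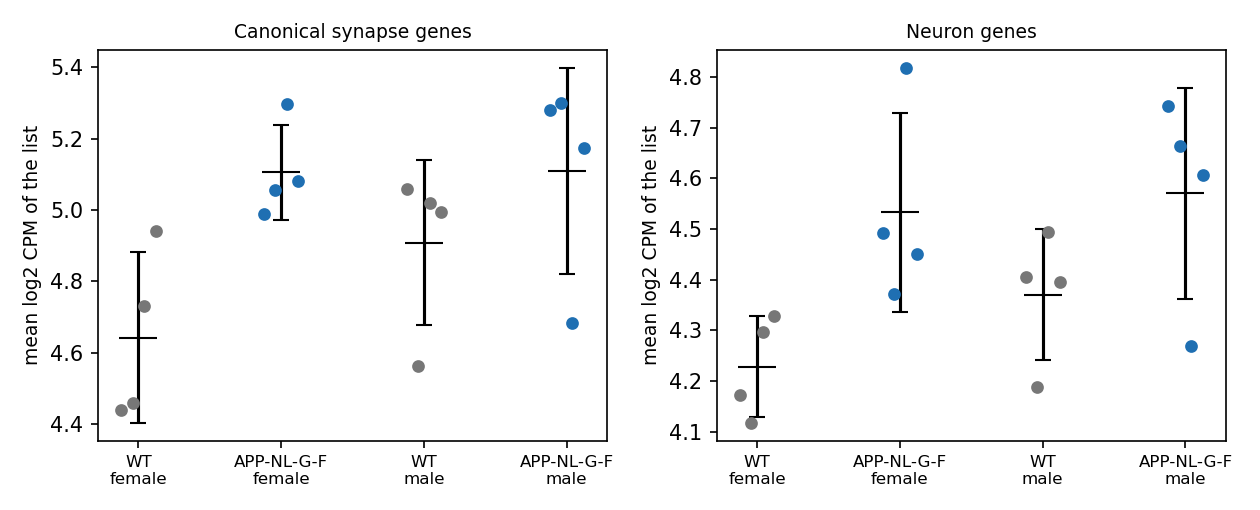
Mean log2 CPM of the canonical synapse genes (left) and the neuron genes (right) in each library, by genotype and sex. Points are libraries, and bars give the mean and SD of 4 libraries; the lowest WT male library is replicate 2 for the synapse genes.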

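Chrna7 (ENSMUSG00000030525, chromosome 7) measured 0.702 ± 0.263 CPM in WT and 1.149 ± 0.377 CPM in APP-NL-G-F libraries (SD, n = 8 each), a log2 fold change of 0.74 (standard error 0.228, FDR 0.0497). Epha4 was called higher, at 0.51 (FDR 0.0239), close to the threshold of 0.5, and 11 of the 16 fits that each left out a library called it. Lrrtm4 was called higher at 0.65 (FDR 0.0843), in 8 of those 16 fits. Cbln2, taken as the gene printed as Bln2, rose by 0.71 without passing the FDR (0.134); its level was 0.5859 CPM in WT and 0.9762 CPM in APP-NL-G-F libraries, above the WT median in all 8 of the latter (exact permutation p = 0.00245). Over all settings and left-out fits the FDR of Cbln2 ran from 0.0994 to 1, and the mean of the 2 sexes in a fit of the 4 groups was the only alternative that called it.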

We thus hypothesised that microglia phagocytosis might be responsible for the selective clearance of LC axons in the olfactory bulb. Thus, we conducted an automated phagocytosis assay from primary OB microglia of WT and *App*^*NL-G-F*^ mice, aged 2 months. Microglia were incubated with pHrodo-labelled synaptosomes to measure their phagocytic uptake over the course of 24 h (Fig. 3f*–*i). Our data revealed an increased efficiency of *App*^*NL-G-F*^ microglia to phagocytose fluorescently labelled synaptosomes, with OB microglia of *App*^*NL-G-F*^ mice showing a 33% higher phagocytic capacity already after 12 h. As expected, Cytochalasin-D application completely abolished phagocytosis in both genotypes (Fig. 3h, i). Based on their increased phagocytic activity, we hypothesised that microglia might indeed be phagocytosing LC axons in OBs from *App*^*NL-G-F*^ mice. To test this directly, we performed high-resolution imaging of NET fibres together with microglia and the lysosomal marker CD68 and subsequently performed 3D-reconstructions of these images (Fig. 3j). We found a higher volume of NET^+^ immunosignal in single microglia cells from *App*^*NL-G-F*^ mice compared to WT animals, as well as increased volumes of lysosomal CD68 (Fig. 3k), corroborating the increase in phagocytic activity observed in vitro. Notably, we did not see significant differences in the cellular volumes of single microglia between groups. Collectively, our data show no overt disease-associated activation of microglia, but a strikingly increased phagocytic activity compared to WT animals of the same age. Consequently, we hypothesised that an inhibition of phagocytosis could prevent the loss of NA axons in the OB. 

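A list of 39 disease-associated microglia genes, set before the counts were examined, had 38 tested genes and 0 called. Their median log2 fold change was -0.04, 13 were above 0, and 1 was under an FDR of 0.1. That gene was Lpl, whose log2 fold change of 0.37 (standard error 0.0889, FDR 0.0129) stayed below the threshold of 0.5. Neither camera (FDR 0.627) nor fry (FDR 0.795) called the list. Trem2 stood at 303.6 ± 17.3 CPM in WT and 305.5 ± 29.3 CPM in APP-NL-G-F libraries (SD, n = 8 each; FDR 0.95). Clec7a, Itgax, Cst7 and Spp1 had FDR values of 0.848, 0.948, 0.522 and 0.948. The median of the 15 homeostatic microglia genes was 0.00 with 0 called (camera FDR 0.772). At an unadjusted p under 0.05 there were 6 disease-associated genes and 1 homeostatic gene. The phagocytic activity in the same sentence was measured in other assays and is not covered by these libraries.

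**Figure D3:**
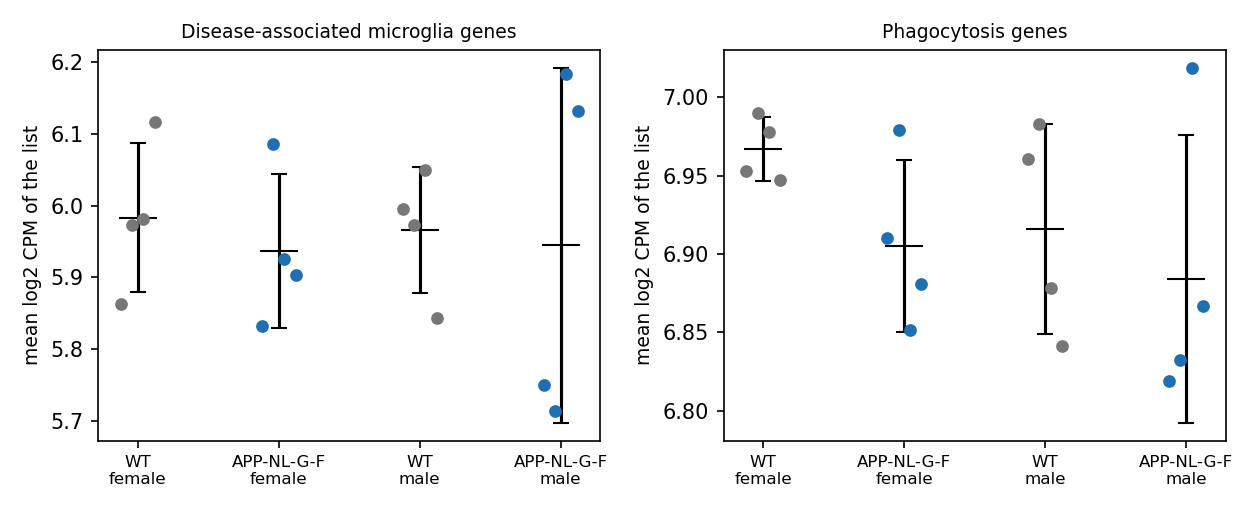
Mean log2 CPM of the disease-associated microglia genes (left) and of the phagocytosis genes (right) in each library. Points are libraries, and bars give the mean and SD of 4 libraries.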

Translocator protein 18 kDa (TSPO) has recently been identified as a key protein in fuelling synaptic pruning and microglial phagocytosis^29–31^. TSPO-KO decreases ATP production associated mitochondrial functions and the innate immune processes of microglia and ultimately reduced phagocytosis^32,33^. Based on these findings, we sought to investigate if TSPO elimination would be sufficient to halt or decelerate the loss of LC axons. To this end, we bred mice with a global knockout of TSPO^33^ to *App*^*NL-G-F*^. We again harvested OBs from these animals at 2–6 months of age and stained for NET^+^ LC axons. Indeed, the lack of TSPO in *App*^*NL-G-F*^ mice abrogated the loss of NA axons in these animals up to an age of 6 months (Fig. 4a, b). This correlated with a decreased uptake of NET^+^ axons in microglia of TSPO-KO x *App*^*NL-G-F*^ mice (Fig. 4d, e). We then exposed the TSPO-KO x *App*^*NL-G-F*^ animals to the buried food task. Importantly, the preservation of LC axons in the OB resulted in a retained ability to find the buried food pellet indistinguishable from WT animals (Fig. 4c).

**Fig. 3:**
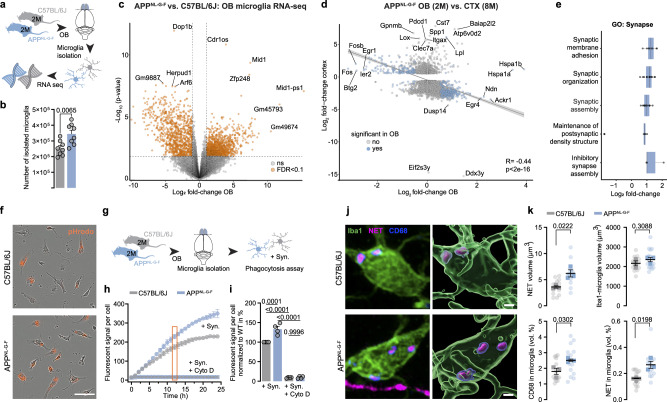
Increased *App*^*NL-G-F*^ microglia phagocytosis of LC axons in the OB. **a** Experimental setup of RNA sequencing from OB microglia of 2-month-old animals. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997, Thompson, E. (2020). Mouse Brain Above. Zenodo. 10.5281/zenodo.3925971 and Chilton, J. (2020). Microglia resting. Zenodo. 10.5281/zenodo.3926033. **b** Number of isolated microglia. (*n* = 8 C57BL/6 J vs. *n *= 8 *App*^*NL-G-F*^). **c** Volcano plot visualising differentially expressed microglia genes (orange). **d** Volcano plot comparing microglia genes from the OB of 2-months-old *App*^*NL-G-F*^ mice to the cortex of 8-months-old *App*^*NL-G-F*^ mice (Sobue et al., 2021). **e** Gene ontology (GO) enrichment analysis of genes involved in synapses. **f** Microglia cell pictures taken with the Incucyte live-cell analysis system after 12 h incubation with synaptosomes (pHrodo, orange). Scale bar: 50 µm. **g** Experimental design for phagocytosis assay. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997, Thompson, E. (2020). Mouse Brain Above. Zenodo. 10.5281/zenodo.3925971 and Chilton, J. (2020). Microglia resting. Zenodo. 10.5281/zenodo.3926033. **h** pHrodo fluorescent signal per cell over 24 h comparing phagocytotic activity of C57BL/6 J and *App*^*NL-G-F*^ microglia. **i** Fluorescent signal per cell normalised to C57BL/6 J at the time point 12 h. (*n* = 4 C57BL/6 J vs. *n* = 4 *App*^*NL-G-F*^, each 3 technical replicates). **j** Immunostaining and 3D reconstruction of microglia (Iba1, green), lysosomes (CD68, blue) and LC axons (NET, magenta). Scale bar: 2 µm. **k** Analysis of NET volume, Iba1 volume and CD68 volume. *App*^*NL-G-F*^ microglia contain more NET^+^ signal than C57BL/6 J microglia (*n* = 3 C57BL/6 J vs. *n* = 3 *App*^*NL-G-F*^, each 5 technical replicates); Data expressed as mean ± s.e.m.; ns, not significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Unpaired, two-tailed t-test in (**b**,** k**); One-way ANOVA with Tukey’s post-hoc test in (**k**); Fig. 3d and e do not contain probability tests. Figure 3c depicts the results of a differential gene expression analysis from a quasi-likelihood negative binomial generalised log-linear model fitted to count data, and was corrected for multiple comparisons using the Benjamini-Hochberg FDR. Statistics shown in Supplementary Data 1. Source data are provided as a Source Data file.

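Values of the genes labelled in Fig. 3c come from the fit with genotype and sex as additive terms, with the standard error taken as the absolute log2 fold change divided by the square root of the F statistic. Dop1b (ENSMUSG00000022946), on chromosome 16 from 93508690 to 93608264 and 8.54 Mb from App, had the smallest p of all tested genes. Its level was 62.39 ± 3.69 CPM in WT and 32.67 ± 2.45 CPM in APP-NL-G-F libraries (SD, n = 8 each), a log2 fold change of -0.93 (standard error 0.0502, FDR 3.59e-09). Cdr1os and Zfp248 rose by 0.97 and 1.82 on the log2 scale. Mid1, on the X chromosome, rose by 1.82, and Mid1-ps1, a pseudogene annotated on the Y chromosome, was at least 4.09-fold higher, its WT libraries holding at most 2 counts. Gm45793 rose by 2.93, from a WT level of 0.2598 CPM. Herpud1 was lower, and so was Gm9887, with a log2 fold change of -1.34. For Dop1b, Cdr1os, Zfp248, Mid1, Gm45793, Herpud1 and Gm9887 the ranges of the genotypes did not overlap (exact permutation p = 0.000408, the smallest that these splits allow). Gm49674, a TEC transcript on chromosome 16, was called higher at 1.74 (FDR 0.0343) with overlapping ranges. Among other genes with the smallest p, Gm10138, Gm29170 and ENSMUSG00000121252, all lncRNA genes, were lower by log2 fold changes of -0.90, -1.24 and -1.60.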

**Fig. 4:**
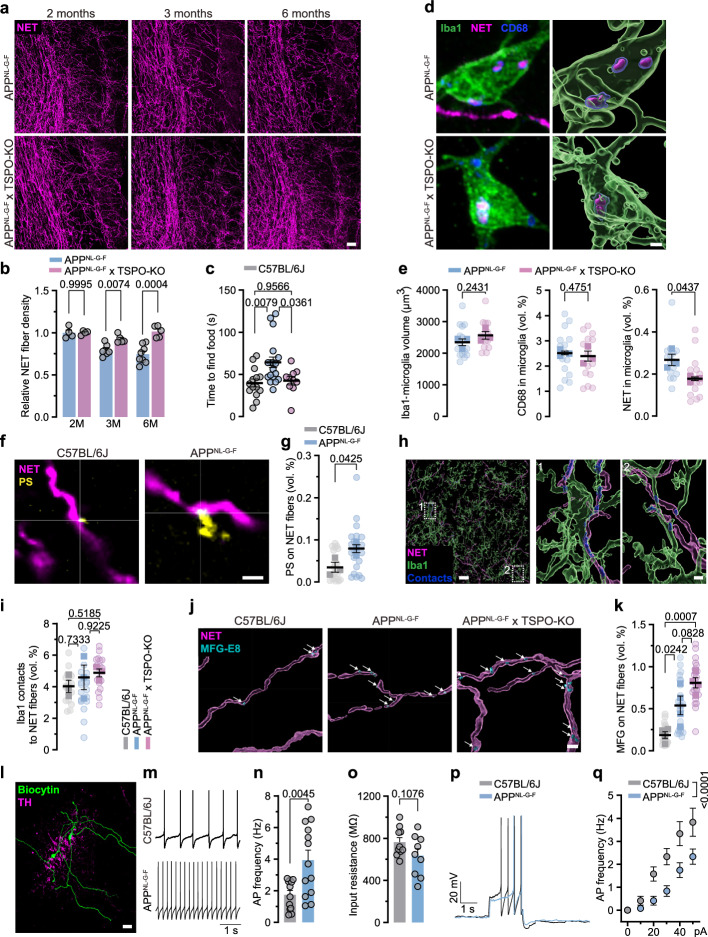
Reduced phagocytosis rescues axons and hyposmia, caused by PS-MFG-E8 axon decoration. **a** Immunostaining of LC axons (NET, magenta) in the OB of *App*^*NL-G-F*^ mice and *App*^*NL-G-F*^ x TSPO-KO mice at 2, 3 and 6 months of age. Scale bar: 50 µm. **b** Relative NET fibre density. (C57BL/6 J at 2,3,6 months: *n* = 4,6,8 and *App*^*NL-G-F*^ at 2,3,6 months: *n* = 4,5,5). **c** Buried food test comparing the time to find a food pellet is rescued in *App*^*NL-G-F*^ x TSPO-KO mice at 3 months of age. (C57BL/6 J: *n* = 14, *App*^*NL-G-F*^: *n* = 18, *App*^*NL-G-F*^ x TSPO-KO: *n* = 10). **d** Immunostaining and 3D reconstruction of microglia (Iba1, green), lysosomes (CD68, blue) and LC axons (NET, magenta). Scale bar: 2 µm. **e** Analysis of NET volume, Iba1 volume and CD68 volume. *App*^*NL-G-F*^ x TSPO-KO microglia contain less NET^+^ signal than *App*^*NL-G-F*^ microglia. (*n* = 3 C57BL/6 J vs. *n* = 3 *App*^*NL-G-F*^, each 5 pictures). **f** Immunostaining visualising LC axons (NET, magenta) tagged with phosphatidylserine (PS, yellow). Scale bar: 2 µm. **g** Percental volume of PS colocalised with NET fibres. (*n* = 3 C57BL/6 J vs. *n* = 3 *App*^*NL-G-F*^, each 6 pictures). **h** Contact points (blue) between microglia (Iba1, green) and LC axons (NET, magenta). Scale bar: 20 µm, zoom in: 2 µm. **i** Quantification of Iba1-LC axon contact points. (C57BL/6 J: *n* = 3, *App*^*NL-G-F*^: *n* = 3, *App*^*NL-G-F*^ x TSPO-KO: *n* = 3, each 6 pictures). **j** 3D reconstruction of MFG-E8 adaptor protein (MFG-E8, cyan) colocalised to LC axons (NET, magenta). Scale bar: 2 µm. **k** Analysis of MFG-E8 volume colocalised to LC axons. (C57BL/6 J: *n* = 4, *App*^*NL-G-F*^: *n* = 4, *App*^*NL-G-F*^ x TSPO-KO: *n* = 4, each 6 pictures). **l** Confocal image showing two biocytin-filled neurons (green) of the LC (TH, magenta). Scale bar: 20 µm. **m** Representative traces of spontaneous action potential firing. **n** Quantification of action potential frequency. (C57BL/6 J: *n* = 8 (12 cells), *App*^*NL-G-F*^: *n* = 10 (13 cells)). **o** Input resistance. (C57BL/6 J: *n* = 8 (10 cells), *App*^*NL-G-F*^: *n* = 9 (9 cells)). **p** Representative traces of evoked action potentials (at 50 pA current injections). **q** Current-frequency curve showing LC neurons from *App*^*NL-G-F*^ mice to be less excitable (C57BL/6 J: *n* = 8 (12 cells), *App*^*NL-G-F*^: *n* = 9 (11 cells)); Data expressed as mean ± s.e.m.; ns, not significant; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Unpaired, two-tailed t-test in (**b**,** e**, **g**,** n**,** o**); One-way ANOVA with Tukey’s host-hoc test in (**c**,** i**,** k**); Two-way ANOVA with Sidak’s post hoc test in (**q**); Statistics shown in Supplementary Data 1. Source data are provided as a Source Data file.

### PS labels LC axons for phagocytosis

A plethora of “find-me”- and “eat-me”-signals attracting microglia to their phagocytic targets have been revealed within the last years^34^. The complement cascade has emerged as one key player of synaptic removal in AD^35^. We thus aimed to analyse whether LC axons from *App*^*NL-G-F*^ mice would be decorated by Complement component 1q (C1q) as a possible underlying cause of axonal clearance. As expected, staining for C1q resulted in a dense punctate pattern. However, we did not observe any significant changes of C1q colocalization to NET^+^ axons in the OBs of *App*^*NL-G-F*^ mice compared to WT mice (Supplementary Fig. 8a, b). In both healthy and diseased brains, the highly coordinated local externalisation of phosphatidylserine (PS) leads to the targeted engulfment of neuronal material by microglia and has similarly been described to contribute to synapse loss in AD mouse models^36,37^. A variety of microglial receptors are known to recognise exposed PS, such as triggering receptor expressed in myeloid cells 2 (TREM2) and milk fat globule-EGF factor 8 protein (MFG-E8), which in turn bind to microglial vitronectin receptors (the α_v_β3/5 integrins), both of which play major roles in the aetiology of AD^36,38,39^. While PS recognised by TREM2 was shown to contribute to synapse loss in *App*^*NL-G-F*^ mice, PS and MFG-E8 are important physiological mediators of microglia-dependent synaptic pruning during adult neurogenesis in the OB of mice^36^. Considering the increase of mRNAs associated with synaptic plasticity (Fig. 3e), we hypothesised that increased PS externalisation might be the underlying cause of LC axon phagocytosis by microglia. To test this, we performed in vivo PS labelling by injecting PSVue550 in the OBs of WT and *App*^*NL-G-F*^ mice at the age of 5 months. Importantly, as shown previously and in line with its physiological function, we could visualise externalised PS in the OB, both in WT and *App*^*NL-G-F*^ mice. In order to assess whether PS externalisation can be detected on NET^+^ axons, we conducted a colocalization analysis using 3D reconstruction. When adjusting for the fibre density, we found an elevated colocalization of PS on NET^+^ axons in *App*^*NL-G-F*^ mice (Fig. 4f, g). Intriguingly, flipped PS was often accompanied by Iba1^+^ microglia directly contacting LC axons. However, when analysing the contact points between microglia and LC axons, no statistical difference in colocalised volume was found between the genotypes, although a tendency toward an elevation could be observed (Fig. 4h, i). Further investigating the possible link, we could show that PS is capped with MFG-E8, serving as the adaptor protein between PS and the microglial integrin receptor (Supplementary Fig. 9a). Using 3D reconstruction, we found more MFG-E8 colocalised to LC axons of *App*^*NL-G-F*^ mice than on LC axons from WT animals (Fig. 4j, k). Given the TSPO-KO-mediated rescue of LC axons and olfaction, we hypothesised that MFG-E8 decoration should similarly be increased in *App*^*NL-G-F*^ x TSPO-KO mice. We stained OB tissue from these animals for LC axons and MFG-E8 and again reconstructed both signals. Intriguingly, MFG-E8 decoration of LC axons was clearly increased compared to WT animals and even showed a trend towards an increase compared to *App*^*NL-G-F*^ mice (Fig. 4j, k). Overall, we conclude that local PS externalisation in conjunction with MFG-E8 decoration constitutes a major “eat-me” signal for microglia interaction with LC axons and subsequent phagocytosis. We finally ventured to elucidate, mechanistically as to why PS is externalised on LC axons. In neurons, the protein TMEM16F constitutes a Ca^2+^-dependent scramblase responsible for PS externalisation. Earlier work has put much emphasis on the firing properties of LC neurons and the Ca^2+^-dependence of their intrinsic pacemaker, especially in the context of neurodegeneration^40^. During the pacemaking activity of LC neurons, each action potential (AP) is accompanied by a Ca^2+^-driven supra-threshold oscillation, which leads to the activation of voltage-gated sodium channels underlying the super-threshold AP. We thus hypothesised that increased firing in LC neurons may underlie Ca^2+^-triggered scramblase to flip PS to the outside of the plasma membrane. We performed perforated patch-clamp recordings of LC neurons from WT and *App*^*NL-G-F*^ mice at the age of 6 months (Fig. 4l–q). Indeed, we found an overall increase in spontaneous AP frequency in acute brain slices from *App*^*NL-G-F*^ (Fig. 4m, n). We did not observe a change in input resistance during hyperpolarisation but a slightly decreased intrinsic excitability in response to depolarising stimuli, likely reflecting an increased activation of Ca^2+^ -dependent potassium channels (Fig. 4o–q). We thus conclude that spontaneous hyperactivity in LC neurons and consequently elevated Ca^2+^-signalling instigates Ca^2+^-dependent scramblase/flippase, leading to the externalisation of PS and a microglia-mediated removal of hyperactive LC originating axons. In summary, we clearly pinpoint microglial phagocytosis of NA axons in the OB as the underlying cause of the progressive early axon loss in *App*^*NL-G-F*^ mice.

### LC-*App*^*NL-G-F*^ expression induces hyposmia

In *App*^*NL-G-F*^ mice, every* App*-expressing cell harbours three mutations, limiting the conclusion about the relative effect of LC axon loss^41^. Thus, we asked whether *App*^*NL-G-F*^ expression restricted to the LC would be sufficient to recapitulate the neuroanatomical and behavioural findings. We engineered a custom-built Cre-dependent AAV to specifically transduce LC neurons of Dbh-Cre mice with the human *App*^*NL-G-F*^ (*Dbh-hApp*^*NL-G-F*^) or a control virus, leading to the expression of a fluorophore only (*Dbh-EYPF*; Fig. 5a). Three-months post-injection, we performed a buried food test. Of note, *Dbh-hApp*^*NL-G-F*^ mice needed more time to find the buried food compared to the control injected *Dbh-EYPF* mice (Fig. 5d, e). Immunohistochemical validation revealed an LC axon degeneration of 15% in the OB of *Dbh-hApp*^*NL-G-F*^ mice compared to *Dbh-EYPF* mice (Fig. 5b, c), without LC neuron loss (Supplementary Fig. 10a, b). We thus asked next whether again microglia in the OB would phagocytose LC axons and performed the same set of immunohistological staining to assess NET protein within CD68^+^ lysosomes of microglia. Indeed, we observed an increase in the volume of NET^+^ signal inside the lysosomes of microglia (Fig. 5f, g). Collectively, our approach to induce *Dbh-hApp*^*NL-G-F*^ expression specifically in LC neurons illustrates that this is sufficient to recapitulate both early behavioural and neuropathological phenotypes observed in the *App*^*NL-G-F*^ mouse line.

**Fig. 5:**
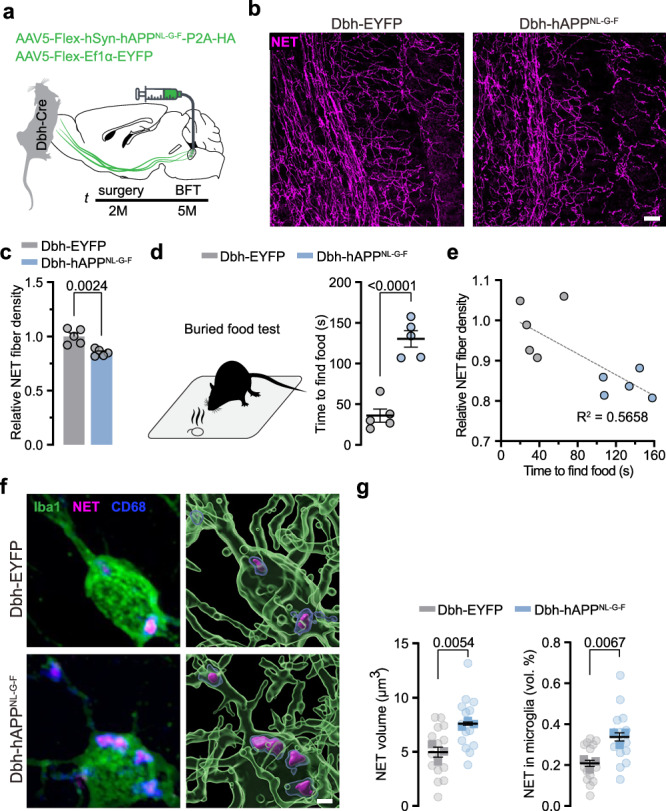
LC specific *App*^*NL-G-F*^ expression causes OB LC axon degeneration and hyposmia. **a** Experimental setup of *App*^*NL-G-F*^ virus injection into the LC of *Dbh-Cre* mice at 2 months of age. Graphic modified from Claudi, F. (2020). Mouse Top Detailed. Zenodo. 10.5281/zenodo.3925997. **b** Immunostaining of LC axons (NET, magenta) in the OB, 3 months post-injection. Scale bar: 50 µm. **c** Relative NET fibre density is reduced in *Dbh*-*hApp*^*NL-G-F*^ injected mice. (*Dbh*-*EYFP*: *n* = 5 vs. *Dbh*-*hApp*^NL-G-F^: *n* = 5, each 3 slices). **d** Buried food test shows that *Dbh*-*hApp*^*NL-G-F*^ mice need more time to find the food pellet than *Dbh*-EYFP control injected mice. (*Dbh*-*EYFP*: *n* = 5 vs. *Dbh*-*hApp*^*NL-G-F*^: *n *= 5). **e** Correlation between NET fibre density and time to find the buried food pellet. **f** Immunostaining and 3D reconstruction of microglia (Iba1, green), lysosomes (CD68, blue) and LC axon debris (NET, magenta). Scale bar: 2 µm. **g** Analysis of NET volume inside microglia. Dbh-*hApp*^*NL-G-F*^ microglia contain more NET^+^ signal than *Dbh*-*EYFP* microglia (*Dbh*-*EYFP*: *n* = 5 vs. *Dbh*-*hApp*^*NL-G-F*^: *n* = 5, each 5 pictures); Data expressed as mean ± s.e.m.; **p < 0.01, ****p < 0.0001; Unpaired, two-tailed t-test in (**c**, **d**,** g**). Statistics shown in Supplementary Data 1. Source data are provided as a Source Data file.

### LC axon loss and hyposmia in human pAD

Early impairment of the LC-NA system in humans has recently been in the spotlight of several multimodal imaging studies^42^. While at the level of the brainstem, LC volume decreases over time and levels of LC integrity predict cognitive outcome in elderly subjects, it is not yet clear whether axon loss also precedes late-phase occurring cell loss in the LC of humans^43^. Interestingly, both hyposmia and LC integrity are predictors of cognitive decline in humans^7,8^. We thus ventured to decipher whether LC axon degeneration is evident in post-mortem tissue from OBs of early AD cases, staged by Aβ and tau immunostainings (Thal-phase 1-2, Braak stage 1-2) and unaffected control brain donors. Strikingly, in the OB tissue from early AD cases, we revealed a pronounced degeneration of NET^+^ fibres compared to unaffected age-matched controls, which did not further decline in progressive AD cases (Fig. 6a–c). Moreover, we hypothesised that LC axon loss in humans, similar to mice, may correlate with an increased number of microglia. To this end, we performed TSPO-PET imaging in 16 patients with subjective cognitive decline (SCD)/ mild cognitive impairment (MCI), 16 AD patients and 14 unaffected controls, staged by Aβ and tau cerebrospinal fluid (CSF) levels, and investigated their TSPO signal in the respective OBs. We identified increased TSPO signals in the OBs of patients with prodromal AD, indicative of increased numbers or activation of microglia. Interestingly, even transitioning into AD diagnosis did not further elevate OB TSPO signals significantly (Fig. 6d, e). A number of independent longitudinal studies have highlighted olfactory deficits as a predictor of cognitive decline^7,8,44–46^. Thus, we analysed the data of our cohort for signs of hyposmia. While the prodromal AD group showed a trend towards olfactory deficits, patients transitioned into AD indeed revealed a significant decrease in the ability to identify common odours (Fig. 6f). Consequently, we asked whether these findings could be back-translated to *App*^*NL-G-F*^ mice. Indeed, TSPO-PET imaging in these animals revealed an early elevated signal in the OB compared to WT mice at 2-3 months of age, while the signal in the cortex of the same animals at that age remained unaltered, which was in line with previous reports^47^ (Fig. 6g–j). Since elevated TSPO levels in mice can be either a sign of increased microglia density or activation, we analysed the TSPO expression on the single microglia cell level via co-immunostaining of Iba1 and TSPO and 3D reconstruction individual microglia from the OB of 3-months-old WT and *App*^*NL-G-F*^ mice. Indeed, we did not find significantly elevated TSPO expression in *App*^*NL-G-F*^ mice animals on the single microglia cell level, which suggest that elevated TSPO-PET signal reflects the increase in microglia density, rather than activated microglia (Supplementary Fig. 12). Of note, this not only supports our findings on microglia density with increasing age in *App*^*NL-G-F*^ mice, but also highlights the translatability of the mouse model, since elevated TSPO in humans has been shown to correlate with microglia density and not activation^47^. Thus, these translational data highlight and assign TSPO-PET imaging of the OB and hyposmia as a potential early biomarker of AD and LC-NA system dysfunction.

**Fig. 6:**
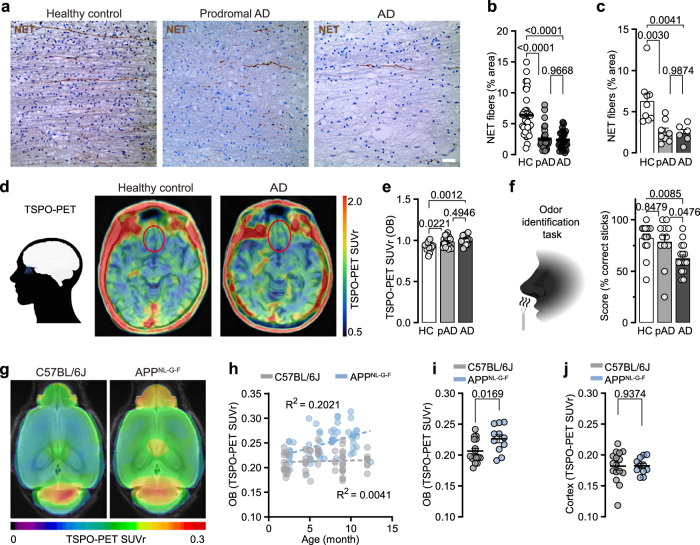
TSPO-PET signals in mice and humans and LC axon loss in the OB of humans indicate hyposmia. **a** Immunohistochemical staining of human OB brain sections stained for LC axons (NET, brown). Scale bar: 20 µm. **b** Quantification of percental NET fibre area per image and (HC: *n* = 36 vs. pAD: *n* = 32 vs. AD: *n* = 24) (**c**) per patient. (HC: *n* = 9 vs. pAD: *n* = 8 vs. AD: *n *= 6, each 4 pictures). **d** Schematic of OB in the human brain and a horizontal plane through the human brain, imaged with TSPO-PET. **e** Quantification of TSPO signal, comparing TSPO levels in unaffected brain donors, prodromal AD and AD patients (SUV: standardised uptake value). (HC: *n* = 14 vs. pAD: *n* = 17 vs. AD: *n* = 16). **f** Odour identification test in human participants shows the percental correct identification of odours, comparing unaffected patients with prodromal AD and AD patients. (HC: *n* = 14 vs. pAD: *n* = 12 vs. AD: *n* = 16). **g** Small-animal TSPO-PET in C57BL/6 J and *App*^*NL-G-F*^ mice, horizontal plane through the brain at 3 months of age. **h** TSPO-PET signal in the OB, longitudinally measured from 2 to 12 months of age. **i** At 2-3 months of age, *App*^*NL-G-F*^ mice have a higher TSPO signal in the OB than C57BL/6 J mice, while (*n* = 16 C57BL/6 J vs. *n* = 11 *App*^*NL-G-F*^) (**j**) in the cortex no difference in TSPO signal was observed (*n *= 16 C57BL/6 J vs. *n* = 11 *App*^*NL-G-F*^); Data expressed as mean ± s.e.m.; ns, not significant; *p < 0.05, **p < 0.01, ****p < 0.0001; One-way ANOVA with Tukey’s host-hoc test in (**b**, **c**,** e**,** f**); Unpaired, two-tailed t-test in (**i**, **j**); Statistics shown in Supplementary Data 1. Illustrations in 6 d and 6 f created in BioRender. Meyer, C. (2025) https://BioRender.com/ismo1ns, https://BioRender.com/1hib26h. Source data are provided as a Source Data file.

## Discussion

We reveal the LC-NA system degeneration as an impaired neuronal network to account for olfactory deficits in AD^10^. In humans, ~85% of AD patients exhibit early sensory deficits including hyposmia and anosmia, predicting cognitive decline^7–10,44–46^. Similarly, LC integrity is established as an early biomarker predicting cognitive decline in ageing and neurodegenerative diseases^42,43^. Interestingly, hyposmia is well documented in Parkinson’s disease (PD), and LC dysfunction has been implicated to drive prodromal symptoms in PD. In contrast to the LC in AD, the OB and the dorsal motor nucleus of the vagus are the first sites to display α-synuclein pathology, likely suggesting an impairment of first-order olfactory neurons^48^. The well-established modulation of olfaction by LC-derived NA, especially in olfactory memory, underscores a possible link from LC vulnerability to hyposmia^49^. In our study, we detected LC axon loss in post-mortem OB tissue from prodromal AD patients. Notably, this pronounced early degeneration of LC axons did not progress further at later stages. However, using post-mortem tissue does not allow us to clarify the underlying mechanism of axon loss in humans, compared to *App*^*NL-G-F*^ mice. Neurodegeneration in the LC has been recently shown neuropathologically in post-mortem tissue along the AD continuum^50^. Whether LC axon degeneration in forebrain projection sites in humans precedes cell loss is not clear. A recent study indicates that at earlier stages (Braak 0-I), no cell loss in the LC can be detected, temporally aligning with our post-mortem tissue from human olfactory bulb, where LC axon density is reduced. Unfortunately, tissue from early AD stages is scarce, since patients typically decease at later stages of the disease or due to unrelated diseases such as heart attacks, which is usually not subject to brain donation. Similar to LC axon density, microgliosis detected by an elevated TSPO-PET signal in the OBs of SCD/MCI patients did not continue to increase in diagnosed AD patients. This likely reflects an increased number of microglia cells in the OB. Importantly, although in mice increased TSPO is often suggested to reflect activated microglia, we show that in the OB of *App*^*NL-G-F*^ mice, elevated TSPO levels, as in the human AD cohort indeed is likely driven by increased microglia density. These observations are in line with reports of increased number of microglia cells in the response to extracellular Aβ-oligomers and furthermore an increased microglia density in OB post-mortem tissue from AD patients^51^. This is reflected in the strong olfactory deficit of our AD patients, while we could only assign a slight trend to the prodromal AD group. Based on the substantial evidence of several independent studies that highlight hyposmia as a common early symptom in AD, we believe that this is likely due to our small cohort size^7,8,44–46,52–54^. The small size of our study cohort receiving TSPO-PET in conjunction with olfactory testing marks the limitation of our study. Further evaluation is needed to deduct a clear correlation between the TSPO-PET signal in the OB and the emergence of olfactory deficits in humans. In addition, the fast progress in MRI resolution and the sophisticated identification of the LC will enable a more detailed examination of the causal link between these two phenomena. Functional connectivity in live patients, together with resting-state activity, may then be able to delineate putative interconnections between these two widely separated anatomical regions. These in vivo imaging methods can also be combined with olfactory testing to establish a clear functional relationship. With sufficiently sized study cohorts, correlative data can be obtained to advance these variables to clinical testing. The fact that hyposmia and LC integrity are independent predictors of cognitive decline indicates that these processes may not only be correlating but may be causally linked. Indeed, early sophisticated work suggested that pharmacotoxic lesion of the LC exaggerates olfactory problems in APPPS1 mice, however, the experiments were conducted after nine months of consecutive toxin administration in 12-month-old animals^55^. Here, we provide a causal link between LC and olfactory deficits in mice. It is not clear which olfactory domain is impaired exactly, which clearly needs to be addressed in future studies by deciphering olfactory decoding from odour representation in the glomeruli of the OB to more complex representations in higher olfactory centres. Since we describe a complex pattern of differential NA release upon odour stimulation, this will be particularly challenging in AD mouse models. OB activity changes need to be correlated to regions with differentially altered NA release using multi-colour in vivo 2 P imaging combined with odour stimulation. In addition, regions with similar responsiveness to specific odours need to be identified across animals and genotypes. Recent elegant work addressed the physiological role of NA modulation in the olfactory bulb^17^. In support of our findings, chemogenetic inhibition of NA release in the OB lead to similar increased times needed to find food in a buried food task. Collectively, the work suggests reduced odour sensitivity upon decreased NA, which might reflect in our acute slice mitral cell responses to NA.

LC dysfunction has classically been viewed as a consequence of tau pathology. It is considered to be the first region positive for hyperphosphorylated tau^56^. Due to this tau-centric view of LC dysfunction, the role of *App* and Aβ pathology in the LC in the aetiology of AD has only attracted little attention, although Aβ increases as a function of LC connectivity in rats^57^. In line, we provide evidence for an *App* mutation-dependent axon loss underlying early olfactory deficits^56,58^, marking the earliest described phenotype in this widely used AD mouse model to date. Of note, the degeneration was specific to NA axons, as neither ChAT^+^ nor SERT^+^ axon density declined early, but both are suggested to be affected early in disease progression^59^. Functionally, the pronounced reduction of NA-release in *App*^*NL-G-F*^ mice upon odour stimulation can be considered a strong driver of the olfactory phenotype. With our cell-type-specific expression of *App*^*NL-G-F*^ in LC neurons, we were able to demonstrate a coherent relationship between LC axon loss and olfactory deficits. However, the exact mechanism leading to LC axon loss in these experiments is not entirely clear. The downstream effects of *App* expression, unlike a transgenic humanised gene knock-in mouse (with physiological expression levels of *App*), may have other detrimental effects on neuronal function, such as impairing axonal transport^41,59^. Here, a recent paper specifically indicates an impairment of mitochondrial physiology and transport, both of which might underly a degeneration of the energy-demanding long, thin and unmyelinated axons of the LC. Intriguingly, the same work suggests a critical contribution of C-terminal fragments and Aβ-oligomers in the altered expression of transport proteins. Although not entirely clear, these data may support an LC intrinsic mechanism resulting among others, in the hyperactivity observed by us and others^60^. Mechanistically, we present clear evidence that the expression of mutant human *App*^*NL-G-F*^ instigates the externalisation of PS on LC axons. The Ca^2+^-dependence of this externalisation is in line with the hyperactivity observed in our study. Moreover, similar AP frequency elevations have been recorded in *APPPS1* animals^36,60^. In the olfactory bulb, PS-dependent microglial phagocytosis plays a crucial role in both physiology and pathology. During development and adult neurogenesis, microglia mediate synaptic pruning via PS detection, which serves as a key mechanism to integrate newborn neurons into functional neuronal networks. Thus, PS located on hyperactive LC axons may be detected with a higher probability and fidelity compared to other regions. This provides a rationale for the early axon loss preceding all other highly LC-innervated regions, even in the absence of increased microglia-to-axon contact points. This is additionally reflected in the lack of an amyloid-driven DAM response in microglia extracted from the OB and the lack of changes in microglia contacts to NET^+^ axons. PS has recently been recognised as an opsonin in AD that marks neuronal structures for removal^27^. A variety of different receptors or effector-proteins subsequently trigger microglia-dependent clearance, including TREM-2 and MFG-E8. In line with the physiological role of PS-dependent microglia-driven synaptic remodelling, we reveal MFG-E8 as a mediator of microglia-dependent phagocytosis of LC axons. NA itself is a well-known modulator of microglia function, and decreased release from LC axons may have additional downstream effects on microglia^61–63^. Our data support the hypothesis that the OB is an anatomical region prone to detection of PS-MFG-E8 complexes by microglia, and thus axons of hyperactive LC neurons are cleared with a higher fidelity compared to other regions involving PS-MFG-E8-driven synaptic remodelling. In summary, we provide evidence for an underlying mechanism for hyposmia, an underappreciated sensory deficit in AD. Coordinated assessment of structural and functional connectivity, olfactory testing, together with CSF and blood biomarkers, could facilitate earlier AD diagnosis and be employed as solid predictors of disease progression and outcome. Ultimately, this may open the window for the earliest treatment to halt or decelerate disease progression.

## Methods

All animal experiments were approved by the Government of Upper Bavaria and followed the regulations of the Ludwig Maximilian University of Munich (ROB-55.2-2532.Vet_02-21-203). All human data was collected according to the guidelines of LMU and usage of human post-mortem material was approved by LMU ethical committee (23-0878).

### Animals

Mice, both male and female (1-6 months of age), were used and held on a 12 h light/dark cycle with food and water ad libitum. The *App*^*NL-G-F*^ mouse line is a knock-in model, were pathogenic Aβ is elevated by inserting 3 different mutations associated with AD^41^. Crossing *App*^*NL-G-F*^ mice with *Dbh*-Cre was used to manipulate the locus coeruleus-noradrenergic system. *Dbh*-Cre mice express the Cre recombinase under the *dbh* (dopamine beta hydroxylase) promotor^64^. *App*^*NL-G-F*^ mice were also crossed with TSPO-KO^33^ mice to access the effect of a TSPO knock-out on the noradrenergic system. All animals were maintained on a C57BL/6 J background, and as control animals, C57BL/6 J mice were used, purchased from the Jackson Laboratory (Maine, United States).

### Immunostaining: Mouse brain tissue

Mice were deeply anaesthetised and transcardially perfused with phosphate-buffered saline (PBS) and 4% paraformaldehyde (PFA). Brains got fixed by immersion in PFA at 4 °C for 16 h. 50 µm thick slices were cut in a coronal plane using a vibratome (VT1200S, Leica Biosystems). Each 4 slices per animal containing the olfactory bulb, piriform cortex, hippocampus and locus coeruleus were used for an immunostaining analysis. Staining was performed on free-floating sections. Slices were blocked with blocking solution (10% normal goat serum and 10% normal donkey serum in 0.3%Triton and PBS) for 2 h at RT. Primary antibodies were incubated overnight at 4 °C, followed by washing and secondary antibody incubation for 2 h at RT, protected against light. Slices were mounted and cover-slipped with mounting medium, containing DAPI (Dako, Santa Clara, USA). Primary antibodies used were: rabbit anti-NET (1:500, Abcam, ab254361), mouse anti-NET (1:1000, Thermo Fisher, MA5-24547), guinea pig anti-Iba1 (1:500, Synaptic Systems, 234308), chicken anti-TH (1:1000, Abcam, ab76442), mouse anti-Aβ (NAB228) (1:500, Santa Cruz, sc-3277), rat anti-CD68 (1:500, BioRad, MCA1957), goat anti-MFG-E8 (1:500, R&D Systems, AF2805), rabbit anti-C1q (1:1000, Abcam, ab182451), chicken anti-GFP (1:1000, Abcam, ab13970), rabbit anti-GFP (1:1000, Thermo Fisher, A21311), rabbit, HA-tag (1:500, Sigma, H6908), Streptavidin 488 (1:1000, Invitrogen, S32354), Streptavidin 647 (1:1000, Invitrogen, S32357).

### Image acquisition

Three-dimensional images were acquired with a Zeiss LSM900 confocal microscope (Carl Zeiss, Oberkochen).

### NET fibre quantification

For the quantification of the NET fibre density as well as Iba1-microglia and NAB288-Aβ-plaque area, a 10x objective (8-bit stacks of 101.41 µm x 101.41 µm x 25 µm) was used. The staining density (area %) was analysed with ImageJ. After a manual brightness/contrast adjustment, a threshold was set to calculate the perceptual area of NET-positive LC fibres, Iba1-positive microglia and NAB288-positive Aβ plaques. Results from 4 sections per animal from 4–8 animals per group were averaged and reported as mean ± s.e.m.

### Colocalization analysis

For the engulfment of NET in microglia, airyscan images were taken with a 63 x/1.4 x NA oil immersion objective. Z-stack images were acquired of 8 microglia per mouse from 3 animals per group in the external plexiform layer, covering 30 µm at 0.14 µm intervals. Colocalization of Iba1^+^ microglia - NET^+^ LC axon contact points was analysed on 15 µm z-stack images (40 x/1.3 x magnification, 0.3 µm intervals) of 6 pictures per mouse, 3 mice per genotype. Colocalization of PS on NET^+^ LC axon was analysed on 15 µm z-stack images (40 x/0.7 x magnification, 0.3 µm intervals) of 7 pictures per mouse, 3 mice per genotype. Colocalization of C1q on NET^+^ LC axon was analysed on 6 µm z-stack images (63 x/1.4 x magnification, 0.18 µm intervals) of 5 pictures per mouse, 2 mice per genotype. Colocalization of MFG-E8 on NET^+^ LC axon was analysed on 15 µm z-stack images (40 x/0.7 x magnification, 0.3 µm intervals) of 6 pictures per mouse, 4 mice per genotype. Colocalization of TSPO in Iba1^+^ microglia was analysed on 20 µm z-stack image (40 x magnification, 0.22 µm intervals) of 5-6 regions per animal, 3 mice per genotype. All images were 3-D reconstruction in IMARIS (Bitplane, 9.6.1) using the Surface module. Colocalization was measured in volume and normalised to the NET axon density.

### Staining: Human brain tissue

Human brain tissue from 9 healthy unaffected brain donors, 8 prodromal AD subjects and 6 AD patients was provided from the Munich brain bank. Demographic details of the subjects are listed in Supplementary Data 3. Paraffin-embedded brain sections (5 µm) of the olfactory bulb were cut in a horizontal plane, using a microtome (Leica SM2010R) and mounted on glass slides until further processing. Sections were deparaffinized with xylene and rehydrated through a series of descending alcohol concentrations. For the DAB staining, an automated IHC/SH slice staining system (Ventana BenchMark ULTRA) was used. On separate slices, NET 1:200, Aβ 1:5000 and Tau 1:400 was stained and visualised with an upright Bridgefield microscope. Each 4 pictures per subject (20 x magnification) were acquired and analysed regarding their perceptual density of NET^+^ LC axons.

### Microglia isolation

Primary microglia were isolated from the olfactory bulb of 2-month-old C57BL/6 J and *App*^*NL-G-F*^ mice using MACS technology (Miltenyi Biotec) according to the manufacturer’s instructions. Briefly, mice were perfused with PBS and the brain washed in ice-cold HBSS (Gibco) supplemented with 7 mM HEPES (Gibco). Chopped tissue pieces were incubated with digestion medium D-MEM/GlutaMax high glucose and pyruvate (Gibco) supplemented with 20 U papain per ml (Sigma P3125) and 0.01% L-Cysteine (Sigma) for 15 min at 37 °C in a water bath. Subsequently, enzymatic digestion was stopped using a blocking medium, 10% heat-inactivated FBS (Sigma) in D-MEMGlutaMax high glucose and pyruvate. Mechanical dissociation was gently but thoroughly performed by using three fire-polished, BSA-coated glass Pasteur pipettes with decreasing diameter. Subsequently, microglia were magnetically labelled with CD11b microbeads (Miltenyi Biotec, 130-097-678) in MACS buffer (0.5% BSA, 2 mM EDTA in 1 x PBS, sterile filtered) and the suspension loaded onto a pre-washed LS-column (Miltenyi Biotec, 130-042-401). Following washing with 3 × 1 ml MACS buffer, magnetic separation resulted in a CD11b enriched and a CD11b depleted fraction. To increase purity further, the microglia-enriched fraction was loaded onto another LS-column. The total numbers of obtained microglia fractions were quantified using C-Chip chambers (Nano EnTek, DHC-N01). Isolated primary microglia were washed twice with 1 x PBS (Gibco) and immediately processed for sequencing or plated for a phagocytosis assay.

### Phagocytosis assay

Synaptic Protein was enriched using the Syn-PER™ Synaptic Protein Extraction Reagent (Thermo Fisher) according to the manufacturer’s protocol and published previously^65^. In brief, fresh brains from C57BL/6 J mice at 4 months of age were isolated and homogenised in 10 mL/g of brain tissue of Syn-PER™ reagent substituted with protease and phosphatase inhibitor. The homogenate was then centrifuged at 1200 x *g* at 4 °C for 10 min. The supernatant containing the synaptic fraction was then transferred into a new tube and spun at 15.000 x *g* at 4 °C for 20 min. The supernatant was aspirated, and the pellet of synaptic protein was resuspended in 1 mL of Syn-PER™ reagent containing 5% (v/v) DMSO per gram tissue originally used. Synaptosome extracts were then stored at −80 °C before further usage. Synaptic Protein was labelled with the pHrodo™ Red succinimidyl ester (Thermo Fisher Scientific), which emits a red fluorescent signal only in acidic environments. Labelling was performed as previously described^66^. In brief, synaptic protein was washed in 100 mM sodium bicarbonate, pH 8.5 and spun down (17,000 x *g* for 4 min at 4 °C). pHrodo™ dye was dissolved in 150 µL DMSO per 1 mg dye to a concentration of 10 mM. The pHrodo™ stock solution was added to the synaptic protein at a concentration 1 µl pHrodo per 1 mg of synaptic protein. After incubating at room temperature for 2 h, protected from light, the labelled protein was washed twice in DPBS and spun down (at 17,000 x *g* for 4 min at 4 °C). After resuspending synaptic protein with 100 mM sodium bicarbonate, pH 8.5, to a concentration of 1000 µg/ml, it was aliquoted and stored at −80 °C before usage. Primary microglia were cultured in tissue culture-treated 96-well plates in microglia-medium, adding freshly 10 ng/ml GM-CSF (R&D Systems) for three days in vitro (DIV) at 37 °C, 5% CO2, changing medium at DIV 1. For the phagocytic uptake assay, medium was replaced with medium in which pHrodo™ labelled synaptic protein was resuspended at the desired concentration (2.5 µg/mL). For the Cytochalasin D (CytoD) control, cells were treated with 10 µM CytoD (Sigma) for 30 min, before adding medium with labelled synaptic protein and CytoD. Immediately after adding the substrates, the cells were placed in an Incucyte™ S3 Live-Cell Analysis System (Sartorius). Scans were performed every hour with 20 x magnification and both phase contrast and red fluorescent channels, acquiring a minimum of three images per well and scan. Quantification was done using the cell-by-cell adherent analysis. Phagocytic index was calculated using the total integrated intensity (RCU x µm^2^/Image) normalised to the number of cells per image.

### NA ELISA

In order to measure the potential difference in the noradrenaline concentration between C57BL/6 J mice and *App*^*NL-G-F*^ mice, a noradrenaline ELISA was carried out. Mice were deeply anaesthetised and perfused with PBS, and their brains rapidly removed. The olfactory bulb was dissected and snap frozen using liquid nitrogen. The tissue was homogenised in 0.01 M HCl in the presence of 0.15 mM EDTA and 4 mM sodium metabisulfite, before being processed with an ELISA kit (BA E-5200) according to the manufacturer’s protocol.

### RNA sequencing and Bioinformatics

RNA was isolated from microglial cell pellets using the RNeasy Plus Micro kit (Qiagen, 74034). Briefly, samples were lysed with RLT Plus lysis buffer containing beta-Mercaptoethanol, genomic DNA was removed by passing the lysate through gDNA eliminator columns, and the eluate was applied to RNeasy spin columns. Contaminants were removed with repeated Ethanol washes before RNA was eluted with 20 µL molecular-grade water. All steps were carried out automatically on a Qiacube machine. RNA was quantified on a Qubit Fluorometer (Invitrogen, Q33230) and 6 ng of total RNA were used as input for library preparation with the Takara SMART-seq Stranded kit (Takara, 634444) following the manufacturer’s instructions. Fragmentation time was kept at 6 min, and AMPure XP beads (Beckman Coulter, A63880) were used for all clean-up steps. Library QC using a Bioanalyzer revealed average insert sizes around 350 bps. The molarity of each of the 16 libraries was determined by using the ddPCR Library Quantification Kit for Illumina TruSeq (Bio-Rad, 1863040) according to the manufacturer’s instructions. Libraries were then diluted to 4 nM and pooled in an equimolar fashion. Paired-end sequencing was carried out for 150 cycles on a NextSeq 550 sequencer (Illumina, 20024907) using a High-Output flow cell. After sample demultiplexing, reads were aligned using STAR v2.7.8 to a customised genome based on the GRCm39 assembly and the gencode vM32 primary annotation that additionally contained sequences and annotations for the human *App* gene. Group assignments were verified by manually inspecting alignments to the (human)  *App* sequence and checking for the presence of the NL-, G- and F- mutations in transgenic animals. 

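App itself (ENSMUSG00000022892) lies on chromosome 16 of GRCm39 from 84746573 to 84971126 on the minus strand. It measured 419.2 ± 34.4 CPM in WT and 399.1 ± 12.7 CPM in APP-NL-G-F libraries (SD, n = 8 each), a log2 fold change of -0.07 (FDR 0.4, exact permutation p = 0.178). The NL change covers the codons of residues 670 and 671 of the protein of 770 residues, in exon 16 of 18 at positions 84762609 to 84762614. The codons of the G and F changes lie in exon 17, at 84759742 to 84759744 and 84759673 to 84759675. The mouse reference around residue 670 reads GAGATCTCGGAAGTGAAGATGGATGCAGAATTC on the coding strand. Counts per gene hold no base calls, so the changes themselves were not examined here.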

The count matrix produced by STAR v2.7.8 was used as an input for differential expression testing using edgeR. The count matrix was filtered to retain genes with at least 5 counts in at least 50% of samples, and quasi-likelihood tests were conducted after fitting appropriate binomial models. Differential expression was considered significant if FDR < 0.1 and if the absolute log-fold-change exceeded 0.5. Gene lists were annotated with the enrichR package. All analyses made heavy use of the tidyverse and ggplot2 packages and were performed on a server running Arch Linux, R version 4.3.2 and RStudio Server 2023.03.0.

### Behavioural olfactory tests

All behavioural experiments were conducted during the light phase of the animals and were performed in a blinded manner. To evaluate possible differences in odour performance, C57BL/6 J and *App*^*NL-G-F*^ mice at 1, 3 and 6 months of age underwent a buried food test. One day before the test, animals got food-deprived for 18 h. On the test day, animals got acclimated to the new environment for at least 30 min in a fresh cage with increased bedding volume. The test begins with placing the animal in the test cage with a food pellet buried in the bedding. The time it takes for the animals to reach the food pellet was analysed based on a video recording. The mean search time that the two groups took to find the food pellet was calculated and compared by an unpaired Student’s *t*test. The sensitivity test evaluates whether mice can perceive odours even at weak concentrations. At the beginning of the experiment, the animals got acclimated to the odour applicator (a dry cotton swab without odour) for 30 min to exclude the applicator itself as a potential source of error and a new, interesting object. For the test, a pleasant-smelling odour “vanilla” got applied to a cotton swab in two ascending concentrations (1:1000 and 1:1 in water), and each concentration got presented to the mouse for 2 min consecutively, with 1 min break in between to change the odorant. Water, in which all odours are dissolved, was used as a control. Mice were filmed from the top and side with 2 synchronised cameras, and their nose was segmented and tracked offline in both videos using 2 custom-trained S.L.E.A.P. networks^67^. A custom Python code was used to track the 3D position of the nose relative to the odour-dispersing cotton tip, and to quantify the time spent interacting with the different odour concentrations (investigation zone < 2 cm nose to cotton tip).

### Virus injections

Different viral injections into the LC region or the olfactory bulb were carried out in this study. For injections into the olfactory bulb the following coordinates were used: right OB (AP: 5.00, ML: −1.07, DV: 2.57) and left OB (AP: 4.28, ML: 0.41, DV: 2.45), while injection into the LC region were made using the following coordinate: left LC (AP: −5.44, ML: − 0.89, DV: 4.07) and right LC (AP:−5.44, ML: −0.99, DV: 3.99). Adjustments were made if blood vessels were right on top of the injection location. AAV-hSyn-DIO-h3MDGs / AAV1-Syn-GCamp8f; Chemogenetic activation of LC neurons was carried out to investigate if an increase in noradrenaline release could rescue the impaired olfaction in *App*^*NL-G-F*^ x *Dbh*-Cre mice. 5-month-old mice were bilaterally injected in the LC with AAV-hSyn-DIO-h3MDGs or the control AAV1-Syn-GCamp8f. To activate H3MDGs 1 month post-injection, mice were injected i.p. with 1 mg/kg CNO 30 min before undergoing the buried food test. For patch clamp recordings, a concentration of 3 µM was used. AAV5-Flex-hSyn1-APP^NL-G-F^-P2A-HA / AAV-5-Flex-Ef1α-EYFP; To investigate APP^NL-G-F^ expression exclusively in the LC, we designed a custom-build Cre-dependent AAV virus. It is a mammalian FLEX conditional gene expression AAV virus (Cre-on) with the full vector name: pAAV[FLEXon]-SYN1 > LL:rev({hAPP(KM670/671NL,I716F)}/P2A/HA):rev(LL):WPRE (Vector ID: VB230525-1787fff). The virus is flagged with an HA-tag for post-hoc virus expression validation.

### Chronic olfactory bulb window implantation

To study pathology-dependent norepinephrine release in the olfactory bulb, 2-month-old *App*^*NL-G-F*^ mice (*n* = 3) and C57BL/6 J (*n* = 3) control animals were fitted with cranial windows. In short, mice were anaesthetised with a mixture of Medetomidin, Midazolam and Fentanyl at 0.5, 5 and 0.05 mg/kg bodyweight, respectively. Dexamethasone was injected i.p. at 100 mg/kg to reduce inflammatory responses, and the animal got head-fixed in a stereotactic frame. The skin was cut vertically to expose lambda, bregma and the olfactory bulb and give adequate adherence space for the headbar. Surface edging was performed by scoring the skull lightly with a scalpel and applying a UV light curing mildly corrosive agent (IBond Self Etch, Kulzer 66046243). After locating the rostral rhinal vein, running just posterior of the olfactory bulb, a 3 mm biopsy punch was used to indicate the craniotomy location just anterior of the vein. The Neurostar surgical robot was the used to drill the marked circle until the skull disk could be removed. The dura mater was removed on the exposed part of the left olfactory bulb. The norepinephrine sensor pAAV-hSyn-GRAB-NE1m or the mutated version pAAV-hSyn-GRAB-NE_mut_ was injected into the centre of the bulb (450 nl at 45 nl/min) at a depth of 400 µm. After the injection, the area was cleaned, and a 3 mm circular cover slip fitted over the craniotomy area. The window was fixed in place with tissue adhesive glue (Surgibond tissue adhesive, Praxisdienst, 190740). The entire area with exposed skull was subsequently filled with dental cement (Gradia Direct Flo BW, Spree Dental, 2485494) and a headbar suitable for the later utilised 2P-microscope quickly placed over the window. The cement was cured with UV. After surgery, the mice received 5 mg/kg Enrofloxacin as an antibiotic, 25 mg/kg Carprofen to reduce inflammation and 0.1 mg/kg Buprenorphin as an analgesic. A mixture of Atipamezol and Flumazenil (2.5 and 0.5 mg/kg) was used to antagonise the anaesthesia. In total, 3 WT and 3 *App*^*NL-G-F*^ mice were used in the first round with odour trials for banana and lemon, while the second round with odours banana and caraway consisted of 4 WT and 5 *App*^*NL-G-F*^ animals. Three animals were used as control injected with the mutated version of GRAB_NE_.

### Two-photon imaging

One month after surgery, all mice were trained on the wheel used for awake in vivo imaging, their windows cleaned, and the injection site checked for expression. A delivery method for a vanilla scent was established by combining a tube connected to a picospritzer system (PSES-02DX) with a vial containing vanilla aroma (Butter-Vanille, Dr. Oetker, 60-1-01-144800), lemon aroma (Natürliches Zitronen Aroma, Dr. Oetker, 1-46-112100), banana aroma (1-Hexanol, Sigma Aldrich H-13303), caraway aroma ((S)-(+)-carvone, Sigma Aldrich 22070) or mineral oil (Sigma Aldrich 330779). For 10^4^ dilution studies, banana and caraway aroma were diluted 1:10000 in mineral oil and compared recordings with 10^0^ undiluted samples. The tube opening was placed at a fixed distance of roughly 4 cm in front of the mouse, and a vacuum pump placed slightly behind the head to ensure quick dispersion of the scent after an air puff was delivered. The two-photon microscope system was the Femtonics ATLAS system with a Coherent Chameleon tunable laser set at 920 nm. Three locations (field of views; FOV) were imaged per mouse and odour at depths between 30 and 60 µm below the surface with a 16x objective. For concentration comparisons, the same locations were rediscovered to achieve comparability. Over three minute,s a z-stack of 120 x 120 x 30 µm with a pixel size of 0.22 µm and a z step of 1 µm was recorded at 1.13 Hz. After one minute of baseline recording, 10 s of an odour-delivering airpuff were administered. After each three-minute recording, 20 min of waiting time separated the subsequent recording and ensured the dispersion of the odour inside of the imaging setup. For an additional long-term trial, one WT mouse was imaged for 18 min with the above mentioned settings. Here, vanilla airpuffs at 10 s of length were applied at 5, 10 and 15 min.

### Analysis of 2-Photon imaging

All recordings were loaded into Fiji, and each z-stack projected with a summation of all 30 z-slices. Afterwards, the EZCalcium Motion Correction (based on NoRMCorre) (PMID: 32499682) was used to reduce motion artefacts. For each individual recording, the frame brightness was normalised to the average of the baseline frames 20–67 before the air puff (frame 68) and the average of the three adjusted curves calculated. The first 20 frames were removed to account for inconsistencies at the start of each recording, such as startling of the animal. After considering different windows for comparison, an analysis of all odours at 10^0^ lead to the selection of frame 89-91 (Supplementary Fig. 3c). Each recording (FOV) was divided into 36 subtiles (ROIs). For animal averages, first, the 3 brightest ROIs at baseline of each FOV were chosen to avoid blood vessel expansion as a contributor to the ΔF/F values obtained. After averaging these three ROIs, the resulting three values were averaged again. To gain more clarity in signal composition, we also show all 36 (ROIs) x 3 (FOVS) values for each animal and their respective increase or decrease in the chosen analysis window. For the 18 min recording, the average was taken from frames 20–300 for normalisation. Heatmaps were created with the Python Seaborn distribution.

### Acute slice electrophysiology (perforated-patch-clamp)

Acute brain slice recordings were performed as previously described^68–70^. Mice were anaesthetised with isoflurane and subsequently decapitated, before the brain was rapidly removed and stored in cold (4 °C) glycerol aCSF. 300 µm thick slices containing the region of the locus coeruleus and the olfactory bulb were cut in carbogenated (95% O2 and 5% CO2) glycerol aCSF (230 mM Glycerol, 2.5 mM KCl, 1.2 mM NaH2PO4, 10 mM HEPES, 21 mM NaHCO3, 5 mM glucose, 2 mM MgCl2, 2 mM CaCl2 (pH 7.2, 300-310 mOsm), using a vibration microtome (Leica VT1200S, Leica Biosystems, Wetzlar, Germany). Slices were immediately transferred into a maintenance chamber with warm (36 °C) carbogenated aCSF (125 mM NaCl, 2.5 mM KCl, 1.2 mM NaH2PO4, 10 mM HEPES, 21 mM NaHCO3, 5 mM glucose, 2 mM MgCl2, 2 mM CaCl2 (pH 7.2, 300-310 mOsm)). After 50 min recovery, slices were kept at room temperature (~22 °C) waiting for recordings. For electrophysiological recordings, slices were individually transferred into a recording chamber and perfused with carbogenated aCSF at a flow rate of 2.5 ml/min. The temperature was controlled with a heat controller and set to 26 °C. Perforated patch-clamp recordings were obtained from LC neurons and OB mitral cells visualised with an upright microscope, using a 60x water immersion objective. Biocytin labelling and post-hoc immunohistochemistry was used to confirm the right cell type. Patch pipettes were fabricated from borosilicate glass capillaries (outer diameter: 1.5 mm, inner diameter: 0.86 mm, length: 100 mm, Harvard Apparatus) with a vertical pipette puller (Narishige PC-10, Narishige Int. Ltd., London, UK). When filled with internal solution (tip-filled with potassium-D-gluconate intracellular pipette solution 1: 140 mM potassium-D-gluconate, 10 mM KCl, 10 mM HEPES, 0.1 mM EGTA, 2 mM MgCl2 (pH 7.2, ~290 mOsm) and back-filled with potassium-D-gluconate intracellular pipette solution 2: 140 mM potassium-D-gluconate, 10 mM KCl, 10 mM HEPES, 0.1 mM EGTA, 2 mM MgCl2, 0.02% Rhodamine Dextran, ~200 mg/ml Amphotericin B (dissolved in DMSO) and if needed 1% biocytin (pH 7.2, ~290 mOsm), they had a resistance of 4-5 MOhm. All experiments were performed using an EPC10 patch clamp (HEKA, Lambrecht, Germany) and controlled with the software PatchMaster (version 2.32; HEKA). The liquid junction potential (~14.6 mV) was compensated prior to seal formation, and recordings were always compensated for series resistance and capacity. All executed protocols were recorded with Spike 2 (version 10a, Cambridge Electronic Design, Cambridge, UK). Data were sampled with 10 to 25 kHz and low-pass filtered with a 2 kHz Bessel filter.

### Human TSPO-PET imaging acquisition and analysis

For PET imaging an established standardised protocol was used^71–73^. All participants were scanned at the Department of Nuclear Medicine, LMU Munich, using a Biograph 64 PET/CT scanner (Siemens, Erlangen, Germany). Before each PET acquisition, a low-dose CT scan was performed for attenuation correction. Emission data of TSPO-PET were acquired from 60 to 80 min after the injection of 187 ± 11 MBq [^18^F]GE-180 as an intravenous bolus, with some patients receiving dynamic PET imaging over 90 min. The specific activity was > 1500 GBq/μmol at the end of radiosynthesis, and the injected mass was 0.13 ± 0.05 nmol. All participants provided written informed consent before the PET scans. Images were consistently reconstructed using a 3-dimensional ordered subsets expectation maximisation algorithm (16 iterations, 4 subsets, 4 mm Gaussian filter) with a matrix size of 336 × 336 × 109, and a voxel size of 1.018 × 1.018 × 2.027 mm. Standard corrections for attenuation, scatter, decay, and random counts were applied. The 60–80 min p.i. images of all patients and controls were analysed.

### Small animal TSPO μPET

All small animal positron emission tomography (μPET) procedures followed an established standardised protocol for radiochemistry, acquisition and post-processing^74,75^. In brief, [^18^F]GE-180 TSPO μPET with an emission window of 60–0 mins post-injection was used to measure cerebral microglial activity. *App*^*NL-G-F*^ and age-matched C57BL/6 mice were studied at ages between two and twelve months. The TSPO µPET signal in the cortex and the hippocampus was previously reported in other studies^76–78^. All analyses were performed by PMOD (V3.5, PMOD technologies, Basel, Switzerland). Normalisation of injected activity was performed by the previously validated myocardium correction method^79^. TSPO μPET estimates deriving from predefined volumes of interest of the Mirrione atlas^80^ were used: olfactory bulb (22.9 ± 1.5 mm³) and cortical composite (144.9 ± 6.0 mm³). Associations of TSPO µPET estimates with age and genotype, as well as the interaction of age*genotype were tested by a linear regression model. We performed all PET data analyses using PMOD (V3.9; PMOD Technologies LLC; Zurich; Switzerland). The primary analysis used static emission recordings, which were coregistered to the Montreal Neurology Institute (MNI) space using non-linear warping (16 iterations, frequency cutoff 25, transient input smoothing 8 x 8 x 8 mm³) to a tracer-specific template acquired in previous in-house studies. Intensity normalisation of all PET images was performed by calculation of standardised uptake value ratios (SUVr) using the cerebellum as an established pseudo-reference tissue for TSPO-PET^81^.

### Human olfactory test

For detecting decreased olfactory performance due to neurodegenerative diseases, the “Sniffin’ Sticks - Screening 12” test was employed. Developed in collaboration with the Working Group “Olfactology and Gustology” of the German Society for Otorhinolaryngology, Head and Neck Surgery, the test provides a preliminary diagnostic orientation and can be conveniently used in everyday settings. It classifies individuals as anosmics (no olfactory ability), hyposmics (reduced olfactory ability), or normosmics (normal olfactory ability)^82^. The participants are presented with 12 familiar scents (health-safe aromas, mostly used in food as flavourings) separately, in succession. Both nostrils are assessed simultaneously. Each scent is presented with a multiple-choice format, where participants choose one of four terms that best describe the scent, even if they perceive no smell. During testing, no feedback is provided to ensure unbiased responses. Demographic details of the subjects are listed in Supplementary Data 3.

### Statistics and reproducibility

Statistical details of every experiment, including the number of technical and biological replicates are explained in Supplementary Data 1 and 2. No statistical method was used to predetermine sample size. Excluded data is mentioned in the Reporting Summary. Where possible, the Investigators were blinded to allocation during experiments and data analysis. All statistical analyses were performed in GraphPad Prism (version 10.1.1). Data are reported as mean ± s.e.m. Significance was set at *P*  <  0.05 and expressed as *P  <  0.05, **P  <  0.01, ***P  <  0.001 and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data sets generated in this study for all figures are available through the corresponding Source data files. Source data are provided with this paper. Transcriptomic data is deposited at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the GEO submission ID: GSE302245. The raw data sets and any further information for the reanalysis of data reported in this paper will be made available from the lead contact () upon request. There are no restrictions to the data availability. Source data are provided in this paper.

# Supplementary material for: Early Locus Coeruleus noradrenergic axon loss drives olfactory dysfunction in Alzheimer’s disease
**Source:** Nat Commun. 2025 Aug 8;16:7338. doi: 10.1038/s41467-025-62500-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary figures

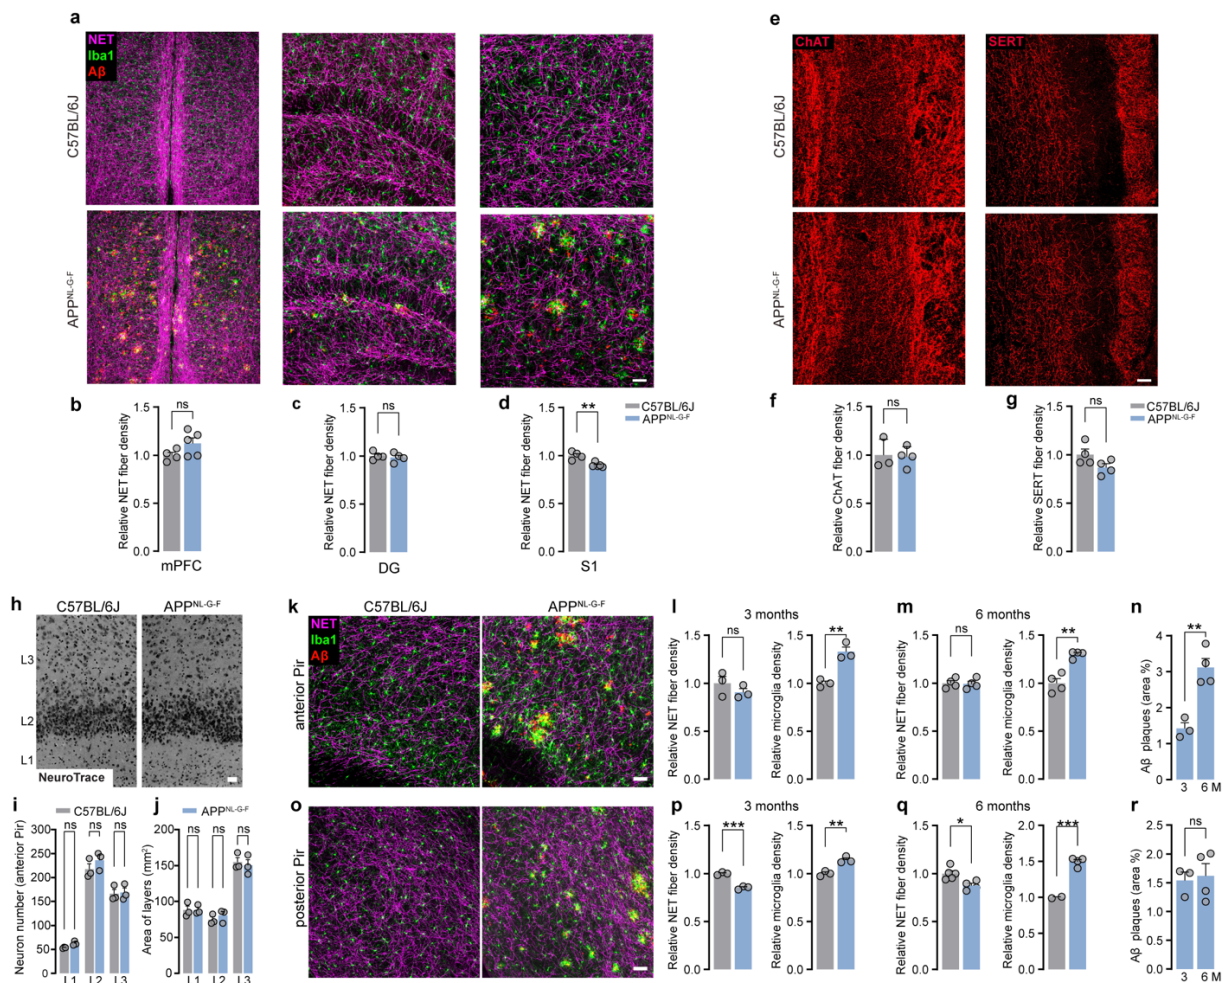

**Supplementary Fig. 1: Axon density in different brain regions**

**a**, Immunostaining against LC axons (NET, magenta), microglia (Iba1, green) and Aβ plaques (Aβ, red) in the medial prefrontal cortex (mPFC), dentate gyrus of the hippocampus (DG) and in the somatosensory cortex (S1) of 6 months old C57BL/6J and APP<sup>NL-G-F</sup> mice. Scale bar: 50 μm. **b**, Quantification of LC axon density in the mPFC. **c**, Quantification of LC axon density in the DG. **d**, Quantification of LC axon density in the S1 cortex. **e**, Staining of cholinergic (ChAT, red) and serotonergic (SERT, red) axons in the olfactory bulb of 3 months old C57BL/6J and APP<sup>NL-G-F</sup> mice. **f**, Quantification of cholinergic axon density. **g**, Quantification of serotonergic density. **h**, NeuroTrace stain visualizing neurons in the different layers of the anterior piriform cortex (Pir). Scale bar: 50 μm. **i**, Quantification of neuron number per layer, comparing C57BL/6J animals to APP<sup>NL-G-F</sup> animals. **j**, Quantification of area per layer. **k**,

Immunostaining against LC axons (NET, magenta), microglia (Iba1, green) and A $\beta$  plaques (A $\beta$ , red) in the anterior piriform cortex. Scale bar: 50  $\mu$ m. **l**, Quantification of LC axon density and microglia density in the anterior Pir at 3 months of age. **m**, Quantification of LC axon density and microglia density in the anterior Pir at 6 months of age. **n**, A $\beta$  plaque load in the anterior Pir of APP<sup>NL-G-F</sup> animals at 3 and 6 months of age. **o**, Immunostaining against LC axons (NET, magenta), microglia (Iba1, green) and A $\beta$  plaques (A $\beta$ , red) in the posterior piriform cortex. Scale bar: 50  $\mu$ m. **p**, Quantification of LC axon density and microglia density in the posterior Pir at 3 months of age. **q**, Quantification of LC axon density and microglia density in the posterior Pir at 6 months of age. **r**, A $\beta$  plaque load in the posterior Pir of APP<sup>NL-G-F</sup> animals at 3 and 6 months of age.; Data expressed as mean  $\pm$  s.e.m.; ns, not significant; \*\*p<0.01. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

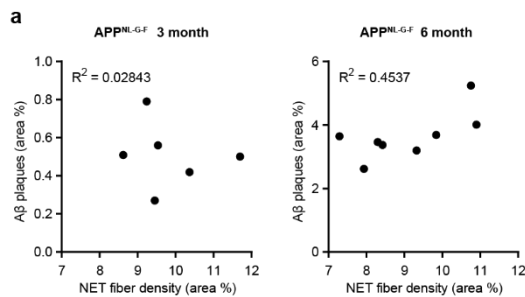

### Supplementary Fig. 2: LC axon loss is independent of extracellular A $\beta$ plaques

**a**, Correlation between NET fibre density and A $\beta$  plaque load in the OB of APP<sup>NL-G-F</sup> mice at 3 and 6 months of age; Data expressed as mean. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

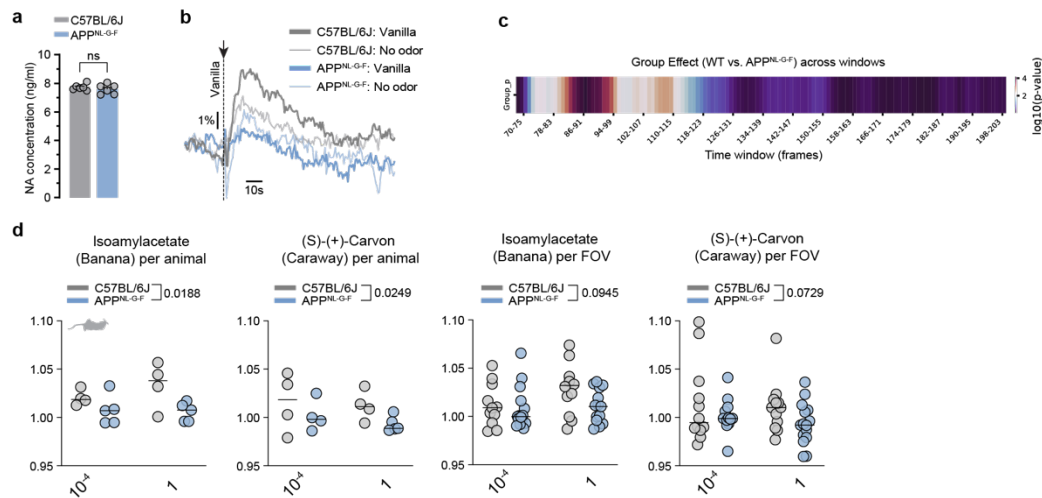

### Supplementary Fig. 3: Noradrenaline measurements

**a**, Noradrenaline (NA) concentration in the olfactory bulb assessed by NA ELISA shows no difference between the groups in 3 months old animals. **b**, NA response to a vanilla air puff or a control air puff compared between C57BL/6J and APP<sup>NL-G-F</sup> mice. **c**, Heatmap with p-values frame-by-frame across tested odours identifying the analysis window (frame 86-91). **d**, In vivo 2P imaging of NA with to different odour dilutions (undiluted and 1:1000). Data expressed as mean  $\pm$  s.e.m.; ns, not significant. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

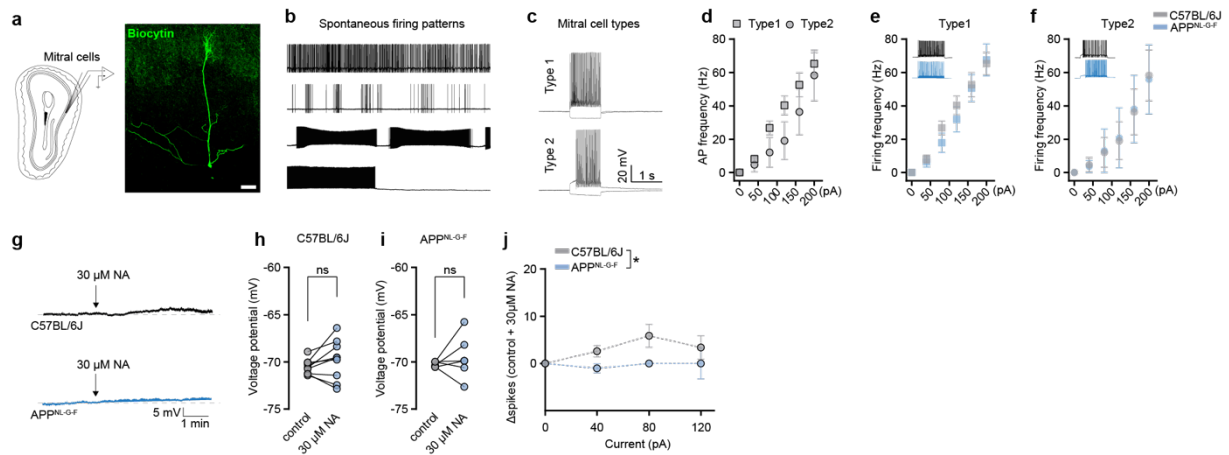

#### Supplementary Fig. 4: Electrophysiological properties of mitral cells in the olfactory bulb

**a**, Perforated patch-clamp recordings with subsequent biocytin-filling and post-hoc staining (green) visualizes a mitral cell in the OB. Scale bar: 20  $\mu$ m. **b**, Diverse spontaneous firing patterns of mitral cells. **c**, Two different mitral cell-types were identified based on the cell's response to current stimulations. **d**, Current-frequency curve comparing type 1 and type 2 mitral cells in C57BL/6J animals. **e**, Current-frequency curve of type 1 mitral cells and **f**, type 2 mitral cells in C57BL/6J and APP<sup>NL-G-F</sup> mice. **g**, Voltage potential difference before (control) and after 30  $\mu$ M noradrenaline (NA) bath application. **h and i**, Voltage potential difference before (control) and after 30  $\mu$ M noradrenaline bath application in C57BL/6J and APP<sup>NL-G-F</sup> animals at 6 months of age. **j** Current-frequency curve comparing C57BL/6J and APP<sup>NL-G-F</sup> mitral cell firing behaviour in response to noradrenaline application; Data expressed as mean  $\pm$  s.e.m.; ns, not significant. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

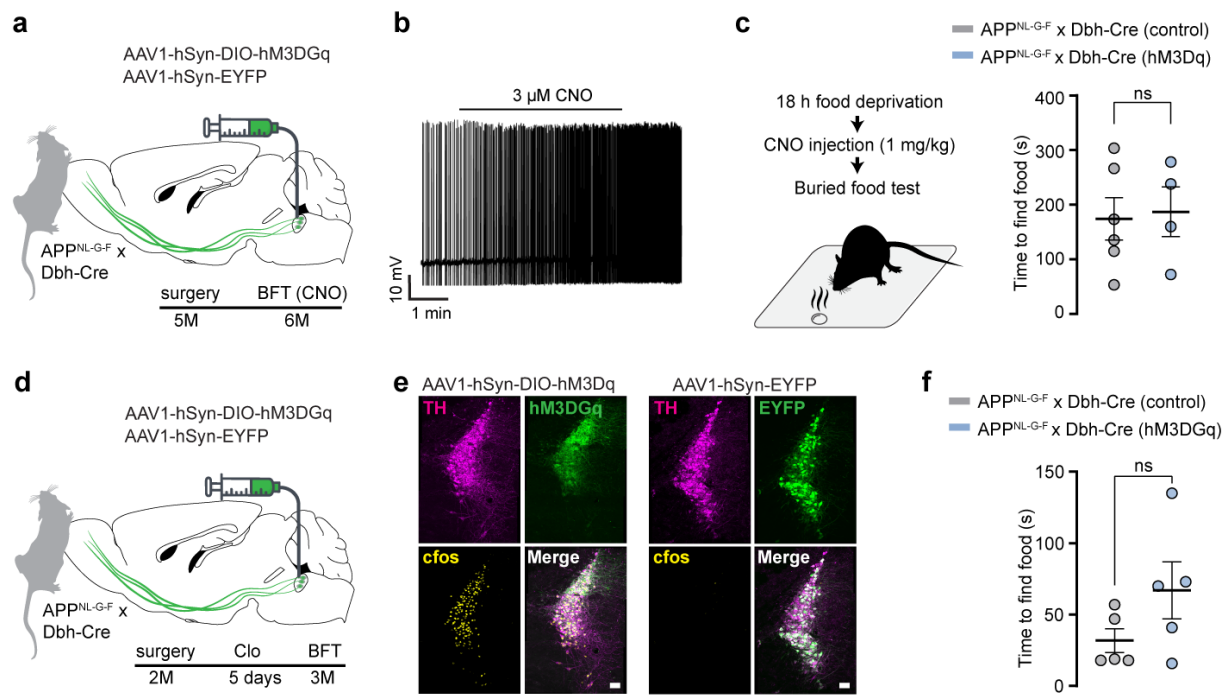

**Supplementary Fig. 5: Chemogenetic over-activation of LC neurons cannot reinstate olfaction**

**a**, Experimental setup of DREADD-virus injection into the LC of APP<sup>NL-G-F</sup> x Dbh-Cre mice at 5 months of age. **b**, Electrophysiological recording of the spontaneous action potential firing of an LC neuron. Bath application of CNO increases the spontaneous firing frequency. **c**, Buried foot test after CNO injection showed no change in the time to find a buried food pellet. **d**, Experimental setup of DREADD-virus injection into the LC of APP<sup>NL-G-F</sup> x Dbh-Cre mice at 2 months of age and Clozapine (Clo) application for 5 consecutive days before the BFT at 3 months of age. **e**, Immunostaining visualizing neuronal activity (c-fos, yellow) of LC neurons (TH, magenta) after hM3DGq (green) activation with Clo. **f**, Buried foot test after 5 days of Clo injection showed no difference in the time to find a buried food pellet; Data expressed as mean  $\pm$  s.e.m.; ns, not significant; Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

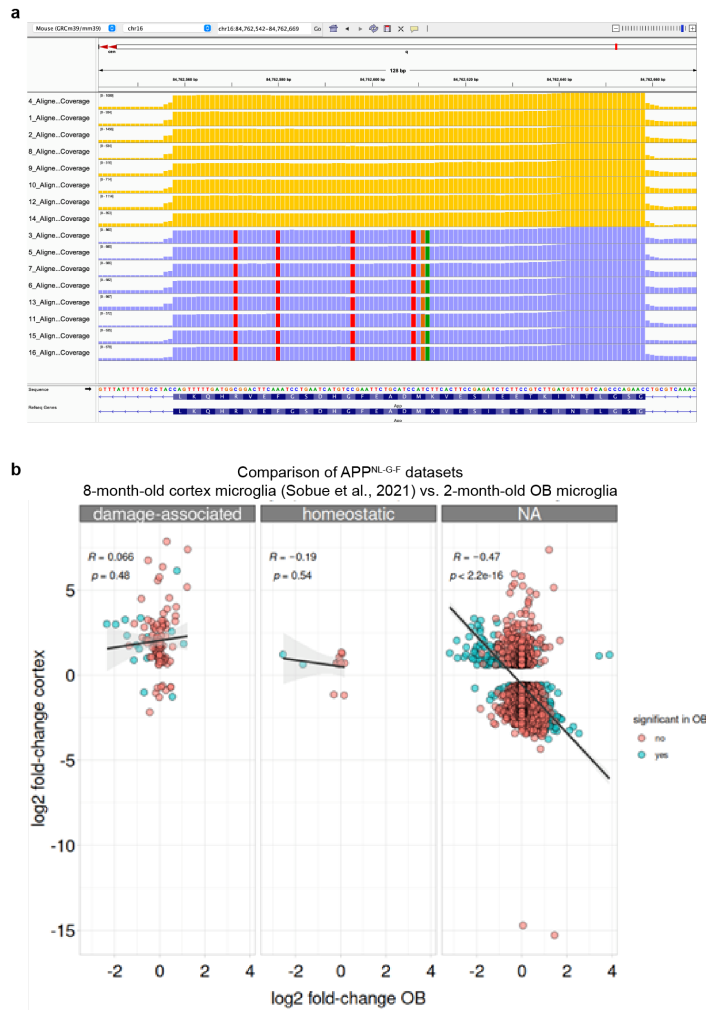

### Supplementary Fig. 6: RNA sequencing control

**a**, IGV browser screenshot showing RNA-Seq alignments to the APP gene (GRCm39) and confirming the APP<sup>NL-G-F</sup> transgene presence in transgene animals (blue bars) compared to C57BL/6J animals (yellow bars). Red bars in the sequence demonstrate C->T or A->T mutations, while ochre bars indicate T->C and green bars C->A mutations. **b**, Linear regression of log-fold changes reveal a significant negative relationship ( $R = -0.44$ ,  $p < 2e-16$ ) between young OBs and aged cortex. Transcriptomic data can be found at Sequence Read Archive (SRA) under accession code SRP596060.

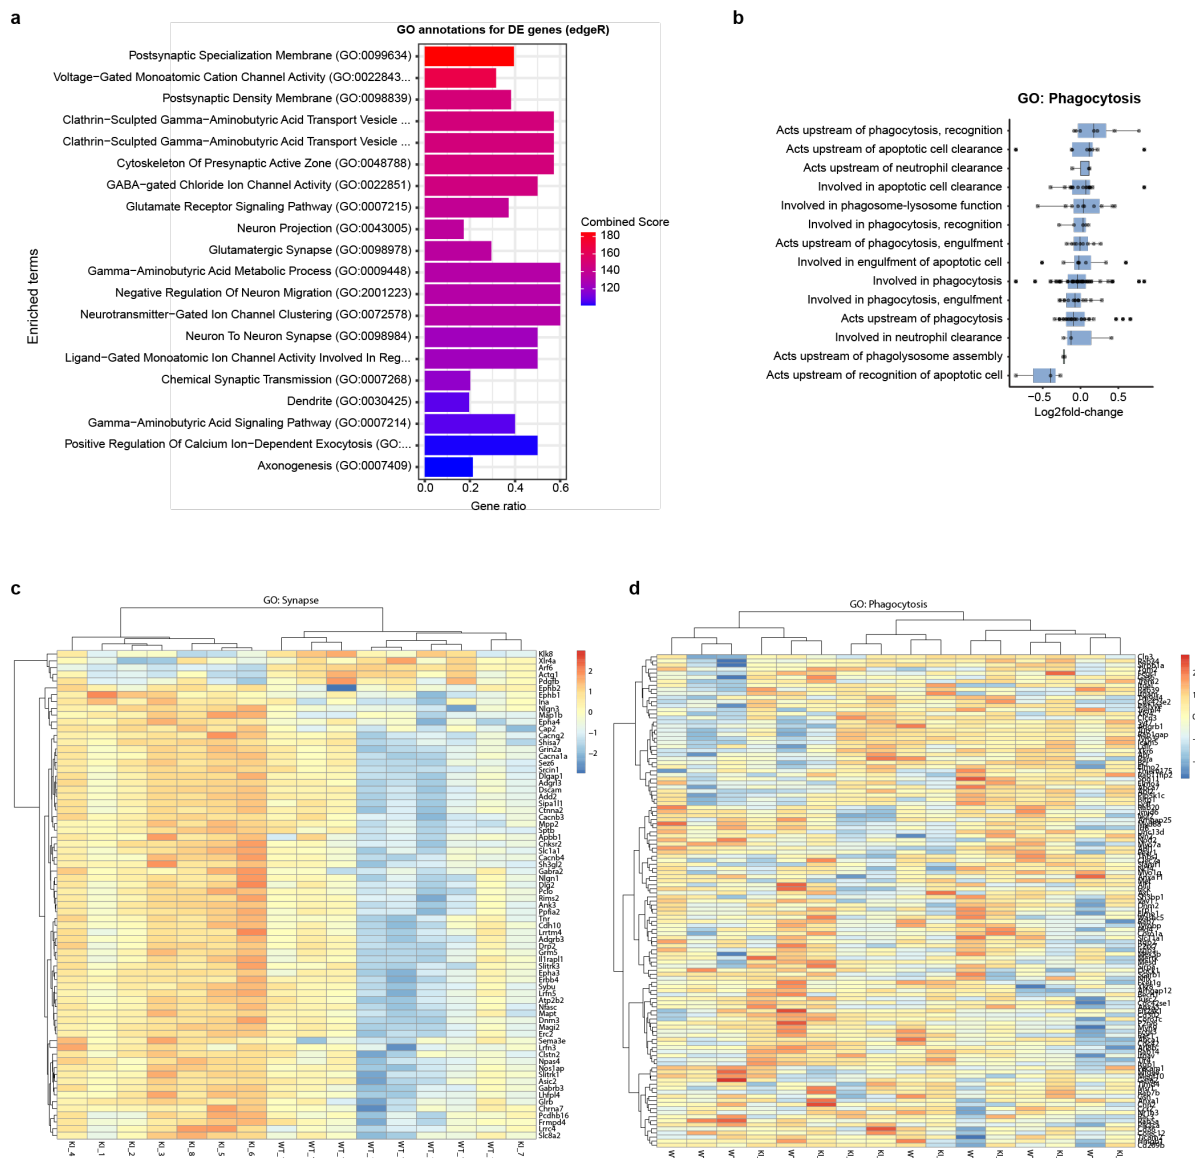

**Supplementary Fig. 7: Gene ontology annotations**

**a**, 20 most enriched gene ontology (GO) annotations for differentially upregulated genes. **b**, GO enrichment analysis of genes involved in phagocytosis. **c**, Heatmap illustrating DE of genes annotated with “Synapse” and “Phagocytosis” (**d**). Transcriptomic data can be found at GEO under ID GSE302245 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302245>).

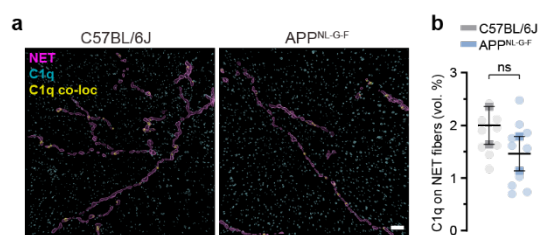

**Supplementary Fig. 8: C1q does not serve as “eat-me” signal on LC axons**

**a**, 3D reconstruction of LC axons (NET, magenta), C1q (cyan) and C1q signals colocalised to LC axons (yellow). Scale bar: 5  $\mu$ m. **b**, Quantification of C1q signal colocalised to LC axons; Data expressed as mean  $\pm$  s.e.m.; ns, not significant. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

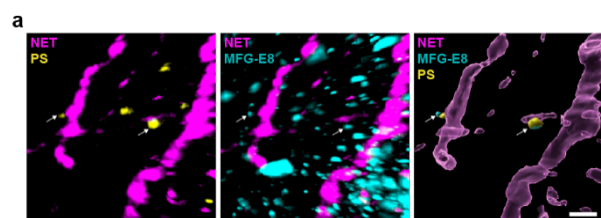

**Supplementary Fig. 9: LC axons are tagged with phosphatidylserine (PS) and MFG-E8**

**a**, Immunostaining and 3D reconstruction of PS (yellow) and MFG-E8 (cyan), colocalised to LC axons (NET, magenta). Scale bar: 2  $\mu$ m.

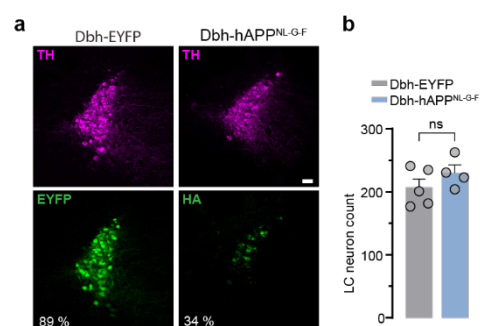

**Supplementary Fig. 10: Expression of APP<sup>NL-G-F</sup> virus in the LC**

**a**, Immunostaining of LC neurons (TH, magenta) and the respective fluorophore expression of each virus (Dbh-EYFP: EYFP and Dbh-hAPP<sup>NL-G-F</sup>: HA-tag). Scale bar: 50  $\mu$ m **b**, Neuron

count shows no difference in LC neuron number; Data expressed as mean  $\pm$  s.e.m.; ns, not significant. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

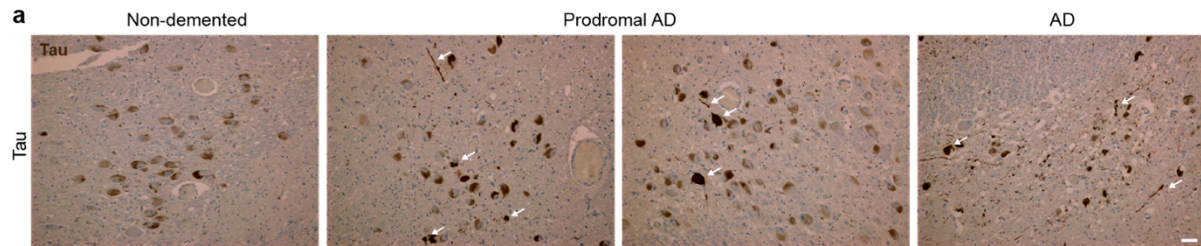

**Supplementary Fig. 11: Tau-pathology in LC of brain donors**

**a**, Immunohistochemical staining of human locus coeruleus brain sections stained against Tau (Tau, brown). In the non-demented control, healthy neuromelanin-containing LC neurons have a light brown appearance. Arrows in the prodromal and AD pictures point at dark-brown neurofibrillary tangle. Scale bar: 50  $\mu$ m.

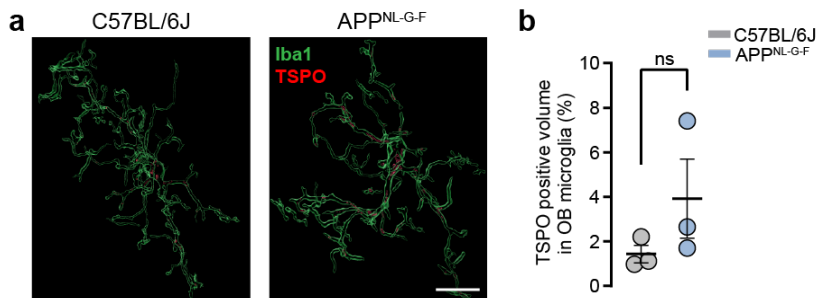

**Supplementary Fig. 12: TSPO expression in microglia of OB from APP<sup>NL-G-F</sup> mice**

**a**, Representative images of TSPO (TSPO, red) reconstruction in microglia (Iba1, green). Scale bar: 20  $\mu$ m. **b**, TSPO volume relative to Iba1<sup>+</sup> volume in OB sections from WT and APP<sup>NL-G-F</sup> mice at the age of 3 months. Each point represents the mean for a single animal. Data expressed as mean  $\pm$  s.e.m.; ns, not significant. Statistics shown in Supplementary Data 2. Source data are provided as a Source Data file.

# Supplementary material for: Early Locus Coeruleus noradrenergic axon loss drives olfactory dysfunction in Alzheimer’s disease
**Source:** Nat Commun. 2025 Aug 8;16:7338. doi: 10.1038/s41467-025-62500-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Shown are the statistics used in main figures 1-6. In detail, the comparing groups, statistical tests and related measures, number of animals and number of replicates are listed.

**Supplementary Data 2:** Shown are the statistics used in supplementary figures 1-12. In detail, the comparing groups, statistical tests and related measures, number of animals and number of replicates are listed.

**Supplementary Data 3:** The data provide an overview about the demographic details of human participants. Supplementary Data from Fig. 6a-c shows the demographic details of subjects donating brain tissue. The age, gender and neuropathological diagnosis is listed for every subject. Based on immunohistological stains, a Thal-phase and Braak stage was assigned to every subject, as well as the co-pathology of Tau and  $\alpha$ -synuclein in the locus coeruleus assessed. Supplementary Data from Fig. 6d-f shows the demographic details of subjects participating in the TSPO-PET and olfaction study. The age, gender and cognitive diagnosis is listed for every subject. Additionally, A $\beta$ -levels and Tau-levels, measured in the cerebrospinal fluid, are listed. TSPO-PET signals measured in the OB are given as the concentration of the radioactive tracer in the tissue (SUVr, Standardized Uptake Value Ratio). The evaluation of the olfaction is defined as the percentage of correctly identified sticks.

# Supplementary material for: Early Locus Coeruleus noradrenergic axon loss drives olfactory dysfunction in Alzheimer’s disease
**Source:** Nat Commun. 2025 Aug 8;16:7338. doi: 10.1038/s41467-025-62500-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN v3.1 (Zeiss); Incucyte™ S3 Live-Cell Analysis System (Sartorius); PatchMaster v2x90.5; Arch Linux, R version 4.3.2; Rstudio Server 2023.03.0; NextSeq 550 sequencer (Illumina, 20024907); MES v8.3.1458 (Femtonics) |
| Data analysis   | Fiji v1.54f; GraphPad Prism 10; IMARIS v9.6.1; Incucyte GUI v2021A; Spike2 v10.13; Matlab R2022b; Python; S.L.E.A.P. networks (PMID: 35379947); PMOD (V3.5 PMOD Technologies)                                           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided for figures: 1c/d/f/g/i/k/m/n; 2f/g/i; 3b/i/k; 4b/c/e/g/i/k/n/o/q; 5c-e/g; 6b/c/e/f/h/i/j and supplementary figures: 1b/c/d/f/g/i/j/l/m/n/p/q/r; 2a; 3a/b; 4h/i/j; 5c/f; 8b; 10b, 12b. RNA-sequencing data are provided at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302245>. RNA-sequencing data from 8 month old APP-NL-G-F mice (Sobue et al., 2021) were publicly available (<https://actaneurocomms.biomedcentral.com/articles/10.1186/s40478-020-01099->

x#Sec21, additional file 1). Demographic details of human subjects can be found in Supplementary Data 3. Further information are available on request to the corresponding author.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Male and female human post-mortem tissue was analyzed. The sex was balanced between the groups and no difference between sex was observed; Participants taking part in the TSPO-PET and Sniffing stick test study had both sex and no difference between the sex was observed.                                                                                                      |
| Reporting on race, ethnicity, or other socially relevant groupings | Patients donating brain tissue and patients participating in the TSPO-PET / Sniffing stick study are of Caucasian ethnicity.                                                                                                                                                                                                                                                        |
| Population characteristics                                         | Demographic details of human subjects can be found in the Supplementary Data 3.                                                                                                                                                                                                                                                                                                     |
| Recruitment                                                        | Human post-mortem tissue was provided by the Munich brain bank. Prior to death, patients volunteered to donate tissue by agreeing to the information sheet provided by the brain bank.<br>Participants from the TSPO-PET and Sniffing stick study were recruited through the Alzheimer Therapy and Research Center at the Department of Psychiatry, LMU University Hospital Munich. |
| Ethics oversight                                                   | The use of human post-mortem tissue was approved by the Ethics Committee of the Ludwig-Maximilians University Munich. The human TSPO-PET / Sniffing stick study was approved by the Ethics Committee of LMU University Hospital Munich.                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Both for in vitro and in vivo experiments, the number of animals was determined empirically, based on previous experiments with the used mouse lines, publications and technical feasibility. At least 3 animals per group were used to conduct basic statistical analysis. All sample sizes are listed in Supplementary Data 1.                                                                                                                    |
| Data exclusions | Statistical outliers were identified and removed using the Grubbs' test (for a single outlier) or the ROUD method (for several outliers) in the software PRISM 10. Virus injected animals were excluded if the virus expression was not successful.                                                                                                                                                                                                 |
| Replication     | Immunostainings and the olfactory behavioral tests on mice were conducted with different animal batches to replicate data. Immunostainings were in addition run with 3-6 technical replicates. For RNA sequencing and the phagocytosis assay 3 technical replicates were used. Virus injections and subsequent behavioral tasks were only performed once and used animals were from the same batch to ensure that all animals were of the same age. |
| Randomization   | For virus injections into animals of the same genotype, animals were randomly assigned to the treatment groups. For all other experiments, randomization was not possible because groups were predefined by genotype.                                                                                                                                                                                                                               |
| Blinding        | Most experiments could not be performed in a blinded manner as mice and samples needed to be assigned to their identification number to match them to the experimental groups. The analysis of the buried food test was performed in a blinded manner.                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | rabbit anti-NET (1:500, Abcam, ab254361), mouse anti-NET (1:1000, Thermo Fisher, MA5-24547), guinea pig anti-Iba1 (1:500, Synaptic Systems, 234308), chicken anti-TH (1:1000, Abcam, ab76442), mouse anti-A $\beta$ (NAB228) (1:500, Santa Cruz, sc-3277), rat anti-CD68 (1:500, BioRad, MCA1957), goat anti-MFG-E8 (1:500, R&D Systems, AF2805), rabbit anti-C1q (1:1000, Abcam, ab182451), chicken anti-GFP (1:1000, Abcam, ab13970), rabbit anti-GFP (1:1000, Thermo Fisher, A21311), rabbit, HA-tag (1:500, Sigma, H6908), Streptavidin 488 (1:1000, Invitrogen, S32354), Streptavidin 647 (1:1000, Invitrogen, S32357). |
| Validation      | All antibodies used were commercially available and selected based on publications and the manufacturer's validation. A secondary antibody control was used to validate the specificity of the stain.                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice, 1-6 months of age, of the following lines were used: C57BL/6J, Dbh-Cre, APP-NL-G-F ( Apptm3.1Tcs/Apptm3.1Tcs), APP-NL-G-F x TSPO-KO and APP-NL-G-F x Dbh-Cre.                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | Male and female mice were used in this study. No differences based on sex were found in the following experiments: Immunohistological stainings, electrophysiology, and phagocytosis assay. In the buried food test, at 6 month of age, males of both genotypes performed worst than females. 

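The 4 groups of genotype and sex were fitted together, and genotype was tested within each sex. In females 1304 genes were called, 514 higher and 790 lower, and in males 46, 16 higher and 30 lower. Both sexes shared 37 called genes. Of the genes called in females, 87.6% had the same sign in males, where the genes called higher in females had a median log2 fold change of 0.48 against 1.04 in females. The test of the difference between the sexes called 5 genes, Cavin2, Abcb1a, Alpl, Nr1d1 and Cavin1. The male count rested on single libraries: without APP-NL-G-F male replicate 3 it was 603, without APP-NL-G-F male replicate 4 it was 218, and without any other male library it was between 5 and 26. Leaving out each female library gave 594 to 2110 genes in females, and the balance turned with it: without WT female replicate 4 there were 1221 higher and 889 lower genes, and without WT female replicate 1 there were 111 and 483. A separate fit of females gave 709 and 893, and a replicate block 1013 and 986.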

RNA sequencing data showed female mice to have more differentially expressed genes than males. For the in vivo noradrenaline measurement and the AVV-APP virus injections only males were used. Small animal PET imaging was performed on female mice only due to housing and farewell reasons. |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | The facility and all animal experiments are in accordance with official animal protection standards and reviewed and approved by an Institutional Animal Care and Use Committee and the office for public health and consumer protection of Upper Bavaria's government. The specific and opportunistic pathogen-free (SOPF)-mouse facilities are controlled and registered by the Department of Public Order (KVR-I/221) with approved animal welfare licenses.                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

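Microglia from olfactory bulbs of WT and APP-NL-G-F mice aged 2 months were sequenced in 16 libraries, 4 from each sex of each genotype. The authors aligned paired-end reads with STAR to GRCm39 with the gencode vM32 annotation and a human App sequence added, and counted reads per gene. The deposited table holds raw counts with 1 column per library: every value is a whole number. The paper's text does not name which strand column of the counts was used. A reporting form of the paper mentions technical replicates for RNA sequencing; the table has no separate columns for them, and each library is treated as 1 mouse replicate.

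Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes with at least 5 counts in at least 50% of the libraries were kept, which left 18227 of 57010 genes holding 99.86% of the counts. Counts were normalized by TMM, and genotype was tested with edgeR's quasi-likelihood test (glmQLFit with a trended dispersion and glmQLFTest) with sex as an additive term. A gene was called at a Benjamini-Hochberg FDR below 0.1 and an absolute log2 fold change above 0.5. Contrasts within each sex and the genotype-by-sex interaction came from a fit of the 4 groups. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM values carry a prior count of 2. Exact permutation tests exchange genotype within sex.

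Gene lists were the synapse genes read from Supplementary Fig. 7c, canonical synapse genes, neuron, olfactory bulb inhibitory neuron, olfactory bulb projection neuron, neuroblast, astrocyte, oligodendrocyte, oligodendrocyte precursor, olfactory ensheathing cell, endothelial cell, pericyte and fibroblast, border macrophage, monocyte, neutrophil, red blood cell, homeostatic microglia, disease-associated microglia, phagocytosis, immediate early, heat shock, early inflammatory and sex genes. Each list is described by its median log2 fold change and tested with camera (preset correlation 0.01) and fry, adjusted over the lists. The named genes are every gene the paper names for these data, with the 5 higher and 5 lower called genes of smallest p. Reactome sets came from the list shipped with fgsea. Positions, classes, exonic lengths and GC content came from a reference annotation that matched 97.7% of the tested genes.

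The library totals of 9052932 to 18117286 counts limit the precision of genes with few counts. Precision also depends on the spread between libraries. Hspa1b, with up to 22292 counts in a WT library, had a standard error of 0.659, against 0.0502 for Dop1b with up to 1097. The procedure was tested on simulated data: with 200 genes changed, 99% were recovered over both sexes, 94.5% within females and 89.5% in the interaction, and 0 genes were called when nothing was changed. The simulated changes had median absolute log2 fold changes of 1.584, 1.575 and 1.602, above the 0.868 of the genes called here over both sexes. The rates therefore do not give the recovery of changes of that size. Of the calls in these 3 tests 6.16%, 9.57% and 13.5% were genes that had not been changed, the last above the FDR threshold of 10%. Of 100 unchanged lists, camera had 2 and fry 7 below a p of 0.05. The simulated genes were drawn independently, so these rates do not cover lists whose genes vary together.

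These gene lists, the named genes and the alternatives that follow were set before the data were examined. The alternatives were other normalizations, DESeq2 and limma voom, other filters, a test against the fold change threshold, an FDR of 0.05, no sex term, the mean of the sexes, a replicate block, a neuron covariate, a robust dispersion and leaving out each library in turn. A log2 fold change threshold of 0.25, one 4 times below 0.5, the FDR alone, the sum of the sexes, GC and length offsets, and protein-coding genes alone were added after seeing the data. The cortical dataset, the Gene Ontology and base calls at App were not used here. The values of 1 gene are not reported here.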

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

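The tests of vessel cell RNA, of other splits for the interaction, of the joint movement of the immediate early and early inflammatory lists, and of genomic DNA as the source of the whole TEC rise were chosen only after the result was seen.

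Among 293 groups of 4 libraries (library totals, the ribosomal share, list scores and the named genes), 13 held a library far from the other 3 by Dixon's test (95% level), against 14.6 that chance gives, so the number itself is no more than chance. The values below are the gap to the nearest library as a share of the group's range. WT male replicate 2 was lowest for the synapse genes of Supplementary Fig. 7c (0.945) and for the canonical synapse genes (0.872), and also for Gm10138 (0.881). WT female replicate 4 was highest for the monocyte list (0.856), and for Mid1-ps1 and Gm49674 (1 each), where the other WT female libraries had 0 counts. APP-NL-G-F female replicate 1 was lowest for the pericyte and fibroblast list (0.838) and highest for Ddx3y (1), at 0.0669 CPM. APP-NL-G-F female replicate 3 was lowest for C1qc (0.897) and Itgb5 (0.835) and highest for Baiap2l2 (0.851). WT male replicate 1 was highest for Dusp14 (0.865), and APP-NL-G-F male replicate 2 for Ddx3y (0.853). No technical or biological explanation was tested for these single libraries.

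A test of the difference between the sexes called 5 genes, with log2 interaction effects of -3.09 for Cavin2, -2.58 for Abcb1a, -3.17 for Alpl, -1.96 for Cavin1 and -1.06 for Nr1d1, each lower in APP-NL-G-F females and higher in APP-NL-G-F males. Of 100 splits of the libraries, 4 gave as many genes, the real split included, and the largest count in another split was 440. The RLE normalization gave 4 genes. On simulated data 13.5% of the interaction calls were genes that had not been changed. The number moved with single libraries: 43 without WT female replicate 4, 38 without WT female replicate 3, and 1 without WT male replicate 2, APP-NL-G-F female replicate 1 or APP-NL-G-F male replicate 4. As a set, the endothelial cell list differed between the sexes with a median interaction of -1.74 (fry adjusted p 0.0416) and the pericyte and fibroblast list with -0.79 (fry adjusted p 0.0451). The endothelial score was 3.43 ± 0.61 in WT females and 2.13 ± 0.12 in WT males (SD, n = 4 each) and lay between them in both APP-NL-G-F groups, at 2.64 and 2.81. The most abundant genes of that list, Pecam1, Flt1 and Slco1a4, stood at 5.03, 4.54 and 3.21 log2 CPM; how many of its 10 genes microglia express themselves was not tested. RNA of blood vessel cells, in amounts that differ between libraries, is a candidate explanation for Cavin2, Abcb1a, Alpl and Cavin1, of which 1, Abcb1a, is in the endothelial list itself. A biological difference between the sexes was not tested and stays open. For Nr1d1, a gene of the circadian clock, 5 of 10 other clock genes (Per1, Per2, Dbp, Tef and Nr1d2) showed an interaction adjusted over the list alone, and 0 did when adjusted over all genes tested (5 at an unadjusted p under 0.05), and Dbp, Per3 and Nr1d2 moved opposite to Arntl and Npas2. Arntl, Npas2 and Per3 did not pass the test themselves (adjusted p 0.356, 0.399 and 0.572). A difference in the time of day of tissue collection may contribute, and a biological difference between the sexes stays open, untested.

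The paper does not discuss TEC or lncRNA transcripts. TEC transcripts made up 323 called genes and lncRNA genes 561. TEC transcripts rose by a median of 0.34 on the log2 scale. Those inside another gene on its strand rose by 0.40 (943 transcripts), those outside genes by 0.02 (89), and the 233 inside the genes that rose most by 0.98. The difference between the transcripts inside and outside genes was 0.44 (exact permutation p = 0.000408, the smallest these splits allow), so unspliced RNA of other genes is a candidate source of the rise. Genomic DNA gave values on both sides. Summed counts of the gene families Vmn1r, Vmn2r, Krtap, Defb and Tas2r rose by 0.38 (exact permutation p = 0.0171), so they did rise, and by more than the 0.145 of the TEC transcripts summed in the same way (exact permutation p = 0.16). Yet TEC transcripts on the other strand of a gene had a median of -0.14 (exact permutation p = 0.00327), and the families gained 0.00057 CPM per kb against 0.0936 in TEC transcripts. A small amount of genomic DNA may be present; it does not account for the whole rise. A change of transcription with genotype was not tested apart from these. No explanation was tested for the lncRNA genes, of which 441 were lower and 120 higher.

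Outside the microglial states that the paper discusses, the immediate early list had a median of -0.97 (fry FDR 0.00478) and the early inflammatory list of -0.74 (fry FDR 0.028), and the falls were larger in females (-1.47 and -0.998) than in males (-0.48 and -0.44), a difference that camera called (FDR 6.71e-19 and 0.000709) and fry did not (FDR 0.344 and 0.607). Against the WT median of their own sex, 4 of 4 female APP-NL-G-F libraries were lower for either list, and among males 3 of 4 for the immediate early and 2 of 4 for the early inflammatory list; in males 1 and 2 libraries lay above every WT male. A difference in depth is excluded as the cause: totals overlapped between genotypes (exact permutation p = 0.936), and the immediate early score did not follow them within groups (r = 0.0536, permutation p = 0.682). Over all libraries, as deviations from group means, the immediate early and early inflammatory scores moved together (r = 0.884, permutation p = 0.0245, adjusted over 6 relations 0.049; rho = 0.65, permutation p = 0.101; r = 0.801 without the 2 libraries farthest from the median), and the rank correlation does not pass. The relation rests on the APP-NL-G-F libraries (r = 0.975 in females and 0.998 in males, n = 4 each); in WT females the scores moved opposite ways (r = -0.983) and in WT males there was little to relate (r = 0.096), the immediate early score varying little in either. In APP-NL-G-F males both scores were low in replicates 1 and 2 and high in replicates 3 and 4. The heat shock score did not follow the immediate early score within groups (r = 0.119, permutation p = 0.468, and rho = -0.15, permutation p = 0.471). It was higher in APP-NL-G-F libraries (difference 0.559, exact permutation p = 0.0229). The median log2 fold change of the heat shock list was only 0.151, against 1.70 for its member Hspa1a and 1.93 for Hspa1b. As a set the heat shock list was called by camera (FDR 0.0978) and not by fry (FDR 0.416). A response to cell isolation may contribute in the APP-NL-G-F libraries, though one that moves heat shock genes alike is not shown. An effect of genotype on the early genes stays open and was not tested apart from such a response.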

How the results depend on the processing

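The alternatives chosen after seeing the data were the fold change threshold of 0.25, a threshold 4 times below 0.5, the FDR alone, the sum of the sexes, the GC and length offsets, protein-coding genes alone and the Reactome alternatives. Where no construction is named below, the cause was not tested.

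The 1574 called genes (790 higher, 784 lower) stayed within 1.5 times under RLE and upper quartile normalization, DESeq2, limma voom, no filter, filterByExpr, no sex term, the mean of the sexes, a robust dispersion, the GC and length offsets, the threshold of 0.25, the sum of the sexes and the replicate block, which gave 1424. Fewer genes were tested at 10 counts in every sample, which left 830 (380 and 450). Testing against the threshold of 0.5 left 274 (55 and 219), and an FDR of 0.05 left 468 higher genes. The threshold 4 times below 0.5 gave 2652 (1258 and 1394) and the FDR alone 2692 (1266 and 1426). The neuron covariate left 118 (12 and 106); it is itself different between the genotypes. Protein-coding genes alone gave 477 (301 and 176). With each library left out, 461 to 1312 genes were higher, 461 without WT female replicate 1 and 1312 without APP-NL-G-F male replicate 3; 6 of these 16 fits moved the number by over 1.5 times. Of the called genes 16.45% had a mean below 1 CPM, where the depth leaves few counts. The filters of 10 counts in every sample and filterByExpr left out some named genes, which then had no value.

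In females a separate fit gave 1602 genes and the replicate block 1999, and leaving out a library gave 594 (WT female replicate 1) to 2110 (WT female replicate 4). In males a separate fit gave 4 genes and the replicate block 5, and leaving out a library gave 5 to 603; the 603 came without APP-NL-G-F male replicate 3. The replicate numbers do not pair the mice. Replicates 1 and 2 of every group precede replicates 3 and 4 in the library numbering, and some scores split that way. In WT females the heat shock score was 6.85 and 6.79 against 7.68 and 7.72. In WT males it went the other way, at 8.20 and 8.44 against 7.49 and 7.40. No fit held a term for this split alone, and its cause was not tested. Interaction genes ran from 1 to 43, the 43 without WT female replicate 4. Reactome sets ran from 24 to 46 higher and from 98 to 215 lower, both lowest without WT male replicate 2, and the neuron covariate gave 22 and 28.

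Among the lists, judged by camera, the synapse genes of Supplementary Fig. 7c, inhibitory neuron, neuroblast, oligodendrocyte, immediate early and early inflammatory lists kept their direction and side of the threshold under every alternative run for lists, although the neuron covariate lowered the median of the Supplementary Fig. 7c list from 0.46 to 0.0848 and of the inhibitory neuron list from 0.38 to 0.12. With the neuron covariate the canonical synapse list (0.0125), the neuron list (0.0131) and the astrocyte list (-0.11) lost their call, the border macrophage (0.21), neutrophil (0.74) and homeostatic microglia (0.0856) lists gained one, and the disease-associated microglia (0.0374) and phagocytosis (0.0393) lists changed sign, the former past the threshold (FDR 0.00736). The length offset turned the disease-associated list to 0.0148. The heat shock list lost its call under RLE (0.15), upper quartile (0.16), DESeq2 (0.16), limma voom (0.16), no sex term (0.14), the replicate block (0.17) and the GC offset (0.17). With libraries left out, medians ran from -0.34 to -0.12 for astrocytes, -0.18 to 0.0119 for olfactory ensheathing cells, 0.0967 to 0.25 for heat shock, -0.11 to 0.0662 for projection neurons, -0.0130 to 0.0232 for homeostatic microglia, 0.0609 to 0.18 for border macrophages, -0.0731 to -0.0345 for phagocytosis, -0.00453 to 0.11 for monocytes and -0.26 to 0.35 for neutrophils. In these 16 fits the astrocyte list lost its call in 5, the heat shock list in 10 and the phagocytosis list in 1. The border macrophage list gained a call in 2.

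Some genes that were not called changed sign. Tspo did so under upper quartile (0.00775), 10 counts in every sample (0.00993), the neuron covariate (0.21), the GC offset (0.0175) and the length offset (0.0452). Pdcd1 did under limma voom (0.000515) and the length offset (0.0385), and Ddx3y under the mean of the sexes (0.72), where its female counts are at the floor. The neuron covariate turned Clec7a (0.0867), Itgax (0.12), Baiap2l2 (-0.12), Itgb5 (0.0474), C1qa (0.0301), C1qc (0.0477) and Cd68 (0.0243). The GC offset turned Itgax (0.00182), and the length offset turned Clec7a (0.0169), Itgax (0.00856), C1qa (0.00819) and Cd68 (0.0282). With libraries left out, Spp1 ran from -0.0828 to 0.15, Trem2 from -0.0132 to 0.0431, Mfge8 from -0.0997 to 0.00507, Pdcd1 from -0.17 to 0.0692, Itgax from -0.0648 to 0.0369, Tspo from -0.0646 to 0.0510 and Clec7a from -0.12 to 0.0250. Across the other gene results, 29 calls were lost and 1 gained under alternatives, and 22 lost and 1 gained with a library left out.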

Differences from the paper's values

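The paper's count of genes higher in APP-NL-G-F microglia is printed as 1.283, with the point as a separator mark; 790 genes were higher here, 0.79 on that scale. Of the 30 alternatives set before the data were examined, 7 came within 1.5 times of the paper's value: limma voom (0.881), no filter beyond 1 count in total (1.002), and the fits without WT female replicate 4 (1.064), WT male replicate 1 (0.96), WT male replicate 3 (0.889), WT male replicate 4 (0.869) and APP-NL-G-F male replicate 3 (1.312); the other 23 did not. A log2 fold change threshold of 0.25 (1.16) and the sum of the 2 sexes with the threshold of 0.5 on the sum (1.167) also came within it, as did a threshold 4 times below 0.5 (1.258), which is about 0.5 on the scale of Fig. 3c described below, and the FDR alone (1.266), all 4 chosen after seeing the values. The total of 1.574 on that scale lies within 1.5 times of the paper's 2.344, and those added settings gave 2.217, 2.214, 2.652 and 2.692.

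Log2 fold changes read by eye from Fig. 3c and Fig. 3d match the values here only after a change of scale. Dop1b is at about -3.8 in Fig. 3c, against -0.93 here, or -3.73 when the changes in females and males are added and doubled. Over the 10 genes read in Fig. 3c the median ratio to that sum was 2, and over the 12 genes read in Fig. 3d it was 1.02; Fos, at about -3.2 in Fig. 3d, is -3.21 as the sum. On these scales no gene read differed by more than its standard error.

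The paper counts Cbln2 (printed as Bln2) among upregulated synapse genes. It was not called here, with a log2 fold change of 0.71 (FDR 0.134); the mean of the 2 sexes in a fit of the 4 groups, an alternative set before the data were examined, called it (FDR 0.0994). Dusp14, labelled in Fig. 3d, was not called (0.41, FDR 0.143); only the fit without WT male replicate 1 called it (0.53). Fig. 3d places Ddx3y at about 1.5, whereas its log2 fold change in the fit over both sexes was -0.08 and the sum of the sexes was 1.45, set by female libraries with at most 1 count.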

Other observations

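The tests of unspliced RNA in synapse genes, of the neuron covariate, of the male libraries, of the effect size in females and of Mid1 were chosen only after the result was seen, and what counts as about as large a rise of the neuron list was settled after its median was seen.

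The paper states that its control mice were purchased. Splits of the libraries therefore cannot tell genotype from a difference in the source of the mice. Of 100 splits with the same numbers of each sex, 1, the real one, gave as many called genes, and the largest other count was 4. In females 1 of 35 splits gave as many, again the real one. In males 2 of 35 did, and the other of these gave 691. That split is the real one with WT male replicate 1 and APP-NL-G-F male replicate 3 exchanged, so it largely keeps the genotypes apart. The remaining male splits gave at most 6 genes. Whether the male count exceeds chance is not settled by these splits. GC content and exonic length were each removed from every library, which left 1506 and 1479 called genes. Without the correction 1510 of the 17815 genes with these values were called, so neither trend accounts for the count. Genomic span was not removed. Of the called protein-coding genes in the longest of 8 groups by span, 143 of 146 were higher. In the shortest group 37 of 114 were higher, so a part of span stays open.

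Synapse genes were higher in APP-NL-G-F libraries. Gene length is argued against as the whole cause, since 0 of 10000 random lists matched on expression and gene span had a median as high as the canonical list. The matching was within broad classes of span. The longest protein-coding genes outside the neuronal lists rose by a median of 0.0623, with 105 called higher and 3 lower, so a part of span stays open. Genomic DNA is argued against as well: synapse genes gained 1.22 CPM per kb of exon, against 0.00057 in gene families that bulb cells do not express (exact permutation p of the difference 0.0204). A lower share of microglia would raise every other cell type alike. The neuron score moved apart from the astrocyte score (difference 0.47, exact permutation p = 0.0155, adjusted 0.0465). It did not do so beyond their spread from the oligodendrocyte (-0.18, exact permutation p = 0.343) or endothelial cell score (0.31, exact permutation p = 0.307, adjusted 0.343). Over both sexes, only the astrocyte test argues against a lower share as the whole cause. The astrocyte list fell in females (-0.60) and not in males (0.11). In females the endothelial cell (-0.96) and pericyte and fibroblast (-0.57) lists also fell, while oligodendrocytes (0.165), their precursors (0.03) and neurons (0.22) rose. Female pericyte and fibroblast scores were 2.86 to 3.05 in APP-NL-G-F and 3.16 to 3.82 in WT libraries (n = 4 each). This fall without overlap argues against it in females. In males the astrocyte, oligodendrocyte (0.70), endothelial cell (0.69) and neuron (0.18) lists had medians above 0, while the projection neuron list stood at -0.23, a fall that was not tested; a lower share of microglia stays open there.

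RNA of olfactory bulb neurons in the isolated cells is a candidate explanation for the synapse result. The neuron list, with 0 genes in either synapse list, rose by a median of 0.21 against 0.31 for the canonical synapse list. Its 10 most abundant genes were all above 0, with a median of 0.35; among them Meg3 (442.3 CPM) rose by 0.73, Map2 (192.3 CPM) by 0.37 and Snhg11 (139.5 CPM) by 0.77, but Rtn1 (84.59 CPM) by only 0.01. Of the 21 genes 19 were above 0; Stmn2 (-0.13) and Uchl1 (-0.02) were not. How many of the 21 genes microglia also express was not tested. The synapse score did not rise beyond the neuron score (difference 0.08, exact permutation p = 0.207), and within groups the scores moved together (r = 0.874, permutation p = 0.00066; rho = 0.888, permutation p = 0.00033; r = 0.852 without the 2 farthest libraries). The inhibitory neuron list rose by 0.38 and the neuroblast list by 0.14, while the projection neuron list stood at -0.06. With the neuron score as a covariate the canonical synapse median was 0.0125, but that score itself differs between the genotypes (0.25, exact permutation p = 0.00816), so neuron content and genotype cannot be told apart by this fit. TEC transcripts inside canonical synapse genes, 35 in 12 genes, rose by 1.20, more than the 0.42 of the genes that hold them, and unspliced, and so likely nuclear, RNA of these genes may be part of the rise. Transcription of synapse genes in microglia, or synaptic material that they took up, stays open and was not tested.

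Females had more called genes than males. Of the 1304 genes called in females, 1242 had a smaller absolute change in males, which their choice in females favours; of the 46 called in males, 25 had a smaller change in females. The test of the difference between the sexes passed for 5 of the 1304, and those 5 changed in opposite directions in the sexes. A larger effect in females is not shown gene by gene and is not excluded. The largest male count with a male library left out was 603, between the male count of 46 and the female count of 1304. Female fits with a female library left out gave 594 to 2110 genes, a range that holds 603. These counts leave open whether single male libraries set the difference.

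Within 10 Mb of App 9.47% of genes were called against 8.47% elsewhere (Fisher's exact p = 0.71; 0.697 within 5 Mb and 0.328 within 20 Mb), so linked sequence around the knock-in does not explain the called genes as a set; each of the 9 called genes there stays open by itself, among them Adamts1 (-1.07) at 0.619 Mb, Gm49555 (1.31) at 3.66 Mb, 4930404I05Rik (-1.35) at 5.84 Mb and Dop1b (-0.93) at 8.54 Mb. Mid1 and Mid1-ps1 both rose. Across the 8 APP-NL-G-F libraries their CPM values had r = 0.3815 (permutation p = 0.403), too few libraries to decide by this relation whether reads are shared. Mid1-ps1 is annotated on the Y chromosome, yet APP-NL-G-F female libraries held 10 to 15 counts of it, against at most 1 of Y-linked Ddx3y. Its reads in females therefore come from other sequence, and whether that is Mid1 was not tested.

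The remaining lists had median log2 fold changes of 0.39 for oligodendrocytes, 0.13 for their precursors, -0.25 for astrocytes, -0.11 for olfactory ensheathing cells, -0.16 for endothelial cells, -0.17 for pericytes and fibroblasts, 0.13 for border macrophages, 0.05 for monocytes, 0.17 for neutrophils, 0.15 for heat shock genes and 0.05 for sex genes. The red blood cell list had 0 tested genes.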
